# Tbx5a lineage tracing shows cardiomyocyte plasticity during zebrafish heart regeneration

**DOI:** 10.1038/s41467-017-02650-6

**Published:** 2018-01-30

**Authors:** Héctor Sánchez-Iranzo, María Galardi-Castilla, Carolina Minguillón, Andrés Sanz-Morejón, Juan Manuel González-Rosa, Anastasia Felker, Alexander Ernst, Gabriela Guzmán-Martínez, Christian Mosimann, Nadia Mercader

## Abstract

During development, mesodermal progenitors from the first heart field (FHF) form a primitive cardiac tube, to which progenitors from the second heart field (SHF) are added. The contribution of FHF and SHF progenitors to the adult zebrafish heart has not been studied to date. Here we find, using genetic *tbx5a* lineage tracing tools, that the ventricular myocardium in the adult zebrafish is mainly derived from *tbx5a*^+^ cells, with a small contribution from *tbx5a*^−^ SHF progenitors. Notably, ablation of ventricular *tbx5a*^+^-derived cardiomyocytes in the embryo is compensated by expansion of SHF-derived cells. In the adult, *tbx5a* expression is restricted to the trabeculae and excluded from the outer cortical layer. *tbx5a*-lineage tracing revealed that trabecular cardiomyocytes can switch their fate and differentiate into cortical myocardium during adult heart regeneration. We conclude that a high degree of cardiomyocyte cell fate plasticity contributes to efficient regeneration.

## Abstract (web summary)

It is not clear if it is the embryonic origin or anatomical location of cardiomyocytes that restrict their contribution to zebrafish heart regeneration. Here, the authors show a plasticity of embryonic precursors following *tbx5a* fate mapping and that trabecular cardiomyocytes help to rebuild the cortical myocardium.

## Introduction

The zebrafish is an established model organism to study heart regeneration, in which pre-existing cardiomyocytes proliferate to replace the lost myocardium^1–3^. The zebrafish myocardium is formed by an inner trabecular layer, a thin primordial layer, and an outer cortical layer. During embryonic development, cells from the primordial layer give rise to trabeculae^4^. Later, in the juvenile, trabecular cardiomyocytes breach the primordial layer and form the cortical myocardium^5,6^. Previous clonal analysis suggested that during adult heart regeneration, the cortical myocardium is rebuilt by cardiomyocytes from the same layer^5^, suggesting some degree of commitment to a particular myocardial layer. A higher degree of plasticity had been observed in the embryonic heart, whereby atrial cardiomyocytes were reported to be able to regenerate the cardiac ventricle^7^.

The vertebrate heart is formed from mesodermal precursor cells derived from the first and second heart fields, also called FHF and SHF, respectively. Cells from the FHF form the embryonic heart tube to which cells from the SHF are added to allow further growth. FHF and SHF progenitors have also been described in the zebrafish^8–12^. Regulatory elements from the *draculin* (*drl*) gene have been used to label a population of lateral plate mesoderm progenitors that give rise to cardiomyocytes of the primitive heart tube, providing a genetic marker to trace FHF-derived myocardium^11^. *Latent tgf beta binding protein 3* (*ltbp3*) expression marks a distal *drl*-negative domain and has been proposed as a SHF marker^12^. Of note, neither *drl* nor *ltbp3* are established FHF and SHF markers in other vertebrates including mammals^11^.

In the mouse, retrospective clonal analysis revealed that FHF-derived cells predominantly give rise to the left ventricle, whereas the SHF yields the right ventricle and large parts of the atria^13,14^. Further studies on the contribution of cardiac precursor cells to the mammalian heart come from genetic lineage tracing approaches, which are based on following the fate of cells that expressed a particular gene at a given time point of embryonic development^15–17^. A key gene used to trace the fate of cardiac precursor cells is *Tbx5*, encoding a T-box transcription factor, which serves as an early cardiac marker expressed in the developing heart tube^18,19^. Genetic lineage tracing analysis of *Tbx5*-expressing cells has revealed a strong contribution to the left ventricular myocardium, recapitulating the fate of FHF progenitors in this cardiac chamber^20^.

Zebrafish have two *Tbx5*-encoding genes, *tbx5a* and *tbx5b*; *tbx5a* expression levels during heart development are higher than those of *tbx5b*, and *tbx5a* mutants recapitulate key phenotypes of mammalian *Tbx5* perturbations^21–23^. We thus decided to generate genetic tools to study the contribution of the FHF to the adult ventricle during homeostasis and regeneration in the zebrafish using regulatory sequences of *tbx5a*. We describe that in zebrafish the early heart tube is formed by *tbx5a*-derived cardiomyocytes to which SHF-derived *tbx5a*^-^ cardiomyocytes are added. Even though their contribution to the adult heart is minimal, SHF-derived cells can give rise to a fully functional ventricle if *tbx5a*-derived cells are genetically ablated. In the adult heart, *tbx5a* expression is persistent only in the trabecular myocardium, allowing to distinguish this layer from the cortical myocardium. Genetic fate mapping of trabecular *tbx5a*^+^ cells shows that these cells contribute to regenerate the outer cortical layer. Together, our findings show a high degree of cardiomyocyte fate plasticity during zebrafish heart regeneration, during both embryonic stages and in the adult.

## Results

### Contribution of *tbx5a*^+^ cardiomyocytes to the adult ventricle

We used the fluorescent bacterial artificial chromosome (BAC) transgenic reporter line *tbx5a:GFP*, driving green fluorescent protein (GFP) expression under the control of the *tbx5a cis*-regulatory elements^24^. The overall GFP expression pattern of *tbx5a:GFP* recapitulated that of endogenous *tbx5a* expression in embryos (Supplementary Fig. 1a, b; *n* = 7/7). We analysed the expression of *tbx5a*:*GFP* in the early heart tube, before the addition of SHF progenitors. At this stage, the heart tube is formed by a single sheet of cardiomyocytes named the primordial layer^5^. Homogeneous *tbx5a*:GFP expression was detected in the whole embryonic myocardium at 32 hours postfertilisation (hpf) (Fig. 1a–c; *n* = 5/5). After this stage, at 56 hpf, (Fig. 1d–f; *n* = 3/3), a GFP^−^ region of myocardium started to become visible in the cranial portion of the heart tube, which remained reporter-negative at 72 hpf (Fig. 1g–i; Supplementary Movie 1, *n* = 5/5), 4 days postfertilisation (dpf) (Fig. 1j–l; *n* = 9/9), and at 5 dpf (Fig. 1m–o; *n* = 6/6), concomitant with the reported addition of SHF progenitors to the ventricular myocardium during these stages^8,12^. The GFP expression pattern was confirmed by *gfp* messenger RNA in situ hybridisation on heart sections of embryos at 2–5 dpf (Supplementary Fig. 1c–g). Comparison of the expression domains at 56 and 72 hpf between *tbx5a*:GFP and the previously reported FHF marker *drl*:mCherry revealed an overlap of both domains in the proximal part of the ventricle close to the atrioventricular canal (AVC) and in the outer curvature of the ventricle (Supplementary Fig. 2a–h and Supplementary Movies 2 and 3; 56 hpf, *n* = 5/5; 72 hpf, *n* = 7/7). Of note, the expression domain of *tbx5a*:GFP was more extensive toward the distal myocardium. This might indicate that *drl* expression is downregulated faster in FHF-derived cells than *tbx5a*, or that part of the proximal SHF-derived myocardium expresses *tbx5a*. Nonetheless, a clear *tbx5a*:GFP/*drl*:mCherry double-negative domain was present in the inner curvature and distal-most portion of the larval ventricle (Supplementary Fig. 2a–h and Supplementary Movies 2 and 3). This *tbx5a*:GFP^−^ region was further expressing transiently injected *ltbp3*:*TagRFP-2A-Cre*^12^, indicating SHF-derived ventricular myocardium (Supplementary Fig. 2i–l and Supplementary Movie 4). Thus, in the embryonic heart, *tbx5a* expression marks cardiomyocytes in the primitive heart tube and is absent from a population of distally located ventricular cardiomyocytes, which from their expression pattern and temporal appearance match with previous descriptions of the most distal SHF-derived cells^12^.

**Fig. 1:**
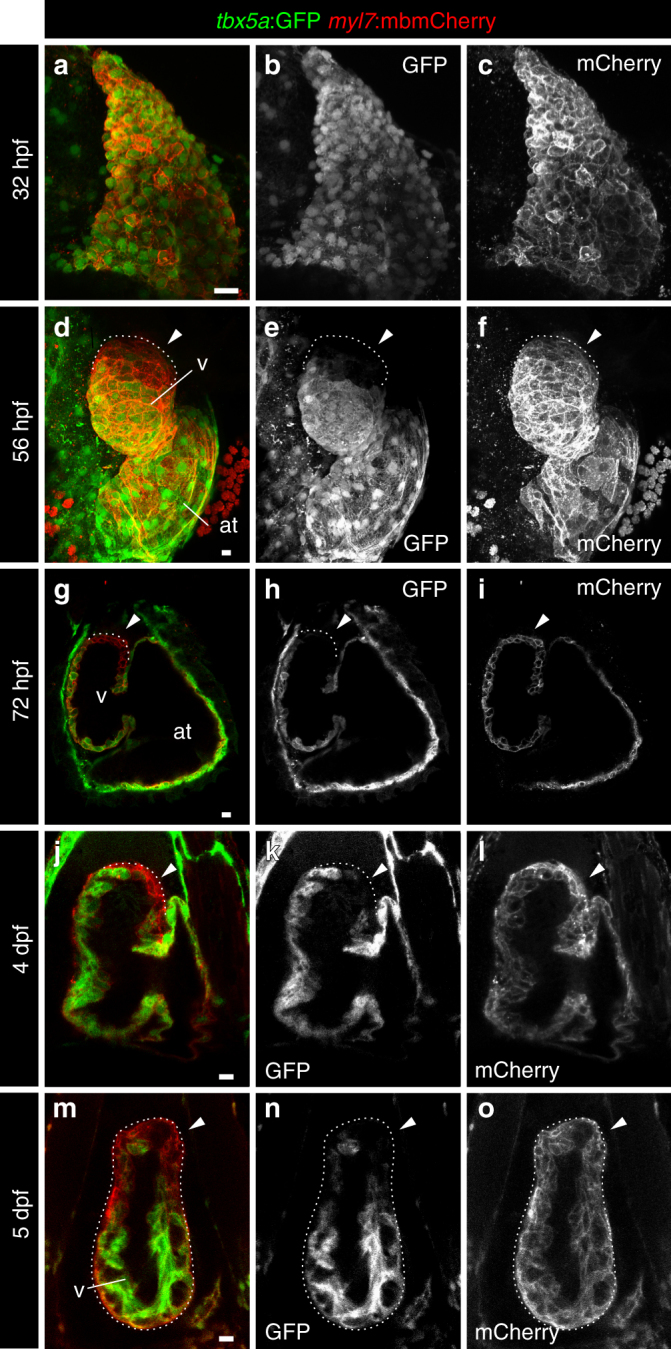
Expression profile of *tbx5a*-positive cardiomyocytes in embryonic zebrafish hearts. **a**–**f** Whole-mount immunofluorescence of *tbx5a:GFP*;*myl7*:*mbmCherry* double transgenic zebrafish hearts at 32 **a**–**c** (*n* = 5/5) and 56 hours postfertilisation (hpf) **d**–**f** (*n* = 3/3). **g**–**l** Confocal optical sections of *tbx5a:GFP*;*myl7*:*mbmCherry* hearts at 72 hpf **g**–**i** (*n* = 5/5), 4 days postfertilisation (dpf) **j**–**l** (*n* = 9/9), and 5 dpf (**m**–**o**; *n* = 6/6). GFP (green) labels *tbx5a*^+^ cells and mCherry (red) marks cells expressing the pan-myocardial marker *myosin light chain 7* (*myl7*). Shown are ventral views, cranial is to the top. At 32 hpf all cardiomyocytes are *tbx5a*:GFP^+^ but at 56, 72 hpf, 4, and 5 dpf *tbx5a*:GFP^−^ cardiomyocytes can be observed in the distal ventricle (arrowheads). The atrioventricular canal and large portions of the atrium are also GFP^+^. at, atrium; v, ventricle; Scale bars, 10 μm

We next sought to chart *tbx5a* expression in the adult zebrafish heart. During zebrafish heart maturation, a third myocardial layer forms enveloping the primordial layer, named cortical layer. Clonal analysis suggested that these myocardial layer derives from trabecular cardiomyocytes^5^. We still detected high levels of endogenous *tbx5a* mRNA and *tbx5a*:GFP expression in the adult zebrafish ventricle (Fig. 2a, b and Supplementary Fig. 3; *n* = 8/8). *tbx5a*:GFP expression was restricted to the trabecular myocardium and absent from the cortical layer (Fig. 2c, d), coinciding with the recently reported pattern obtained using an enhancer fragment located 16 kb upstream of the *tbx5a* transcription start site^25^. Expression spread through most of the trabecular myocardium, with a gradient from the apex (high expression) to the basal part close to the bulbus arteriosus (BA) (lower expression levels). In addition, we observed a region in the basal ventricle, close to the atrium, in which we detected GFP^−^ trabecular cardiomyocytes. No GFP expression can be detected in these cells beyond background and we therefore refer to this myocardial territory as basal *tbx5a*^−^ region (Fig. 2e, f; *n* = 13/13; Supplementary Fig. 4).

**Fig. 2:**
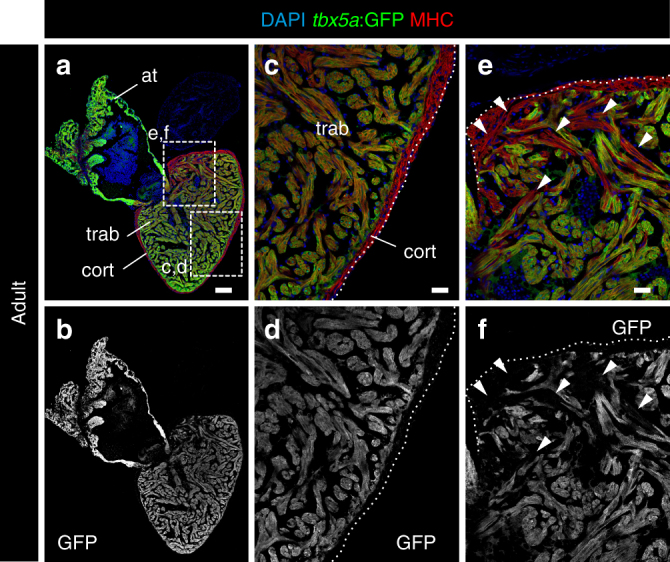
Expression profile of *tbx5a*-positive cardiomyocytes in adult zebrafish hearts. **a**, **b** Sagittal sections through *tbx5a:GFP* adult uninjured heart immunostained with GFP (green) and Myosin Heavy Chain (MHC; red). Nuclei are counterstained with DAPI (blue). **c**–**e** Zoomed views of boxed area in **a**. **b**, **d**, **f** Single channels for GFP. The trabecular myocardium is *tbx5a*:GFP^+^, whereas the cortical layer is *tbx5a*:GFP^−^. Note *tbx5a*:GFP^−^ cardiomyocytes (arrowheads) in the basal part of the ventricle close to the atrioventricular canal (*n* = 13/13). at, atrium; cort, cortical layer; trab, trabecular layer. Scale bars, **a**, **b** 100 μm and **c**–**f** 25 μm

*tbx5a*^−^ cardiomyocytes in the adult heart could derive from embryonic *tbx5a*^+^ cells that switched off their expression or from progenitor cells that never expressed *tbx5a*. To test these possibilities, we generated transgenic lines for inducible genetic fate mapping of *tbx5a*-expressing cells (Fig. 3a). In double-transgenic *tbx5a*:*mCherry-p2A-CreER*^*T2*^;*ubb*:*loxP-lacZ-STOP-loxP-GFP*^26^ embryos, mCherry labels *tbx5a*-expressing cells and GFP labels the progeny of *tbx5a*^+^ cells that expressed CreER^T2^ recombinase at the time of 4-Hydroxytamoxifen (4-OHT)-induced recombination. This transgenic combination was not leaky and GFP-expressing cells were visible only upon 4-OHT administration (Fig. 3b; *n* = 5/5). When recombined during embryogenesis, GFP^+^ cells were found in the atrium and ventricle of the larval heart but never in the distal portion of the ventricular myocardium (Fig. 3c–f; 8/8; Supplementary Fig. 5 and Supplementary Movie 5, *n* = 9/9). Few epicardial cells were also *tbx5a*-derived, consistent with *tbx5a:*tdTomato expression observed in a subset of embryonic epicardial cells (Supplementary Fig. 6; *n* = 6/7). When analysed in adult hearts, the cortical layer was mCherry^−^, in agreement with our observations using the reporter *tbx5a:GFP*. Nonetheless, most of the cortical layer was GFP^+^ and thus derived from a *tbx5a*^+^ embryonic cell population that switched off *tbx5a* expression (Fig. 3g–n; *n* = 5/5; Supplementary Fig. 7, 8).

**Fig. 3:**
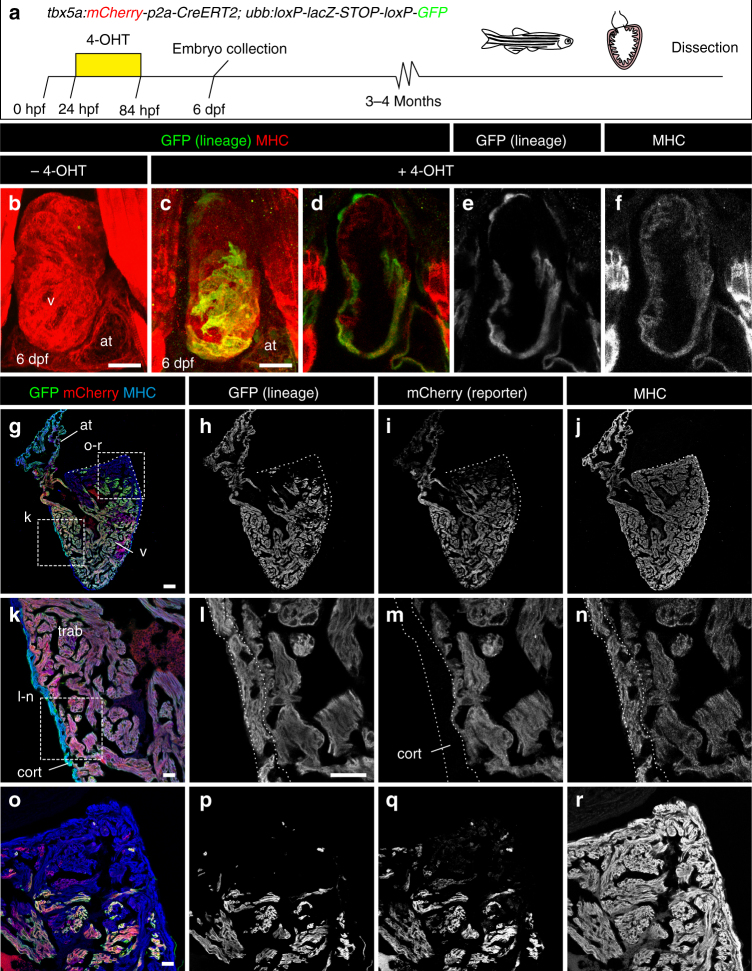
Fate mapping of *tbx5a*-derived cells during cardiac development. **a** *tbx5a*:*mCherry-p2A-CreER*^*T2*^*;ubb*:*loxP-LacZ-STOP-loxP-GFP* hearts fixed at different developmental stages. mCherry marks *tbx5a*-expressing cells; GFP marks *tbx5a*-derived cells. **b**–**f** Whole-mount ventral view of hearts at 6 days postfertilisation (dpf) stained for GFP (green) and Myosin Heavy Chain (MHC, red). **b** In the absence of 4- Hydroxytamoxifen (4-OHT) administration, no GFP^+^ cells are visible (*n* = 5/5). **c**–**f** 4-OHT was added from 24 to 84 hours postfertilisation (hpf). GFP expression is observed in the proximal part of the ventricle; *n* = 8/8. In some cases, GFP expression was also found in epicardial cells located in the distal part of the ventricle. **g**–**r** Immunofluorescence staining of adult heart sections recombined as in **c**. Shown are merged and single channels for GFP (green), mCherry (red), and anti-MHC staining (blue); *n* = 5/5. at, atrium; cort, cortical layer; trab, trabecular layer; v, ventricle. Scale bars, **g** 100 μm and **b**, **c**, **k**, **l**, **o** 25 μm

Akin to the GFP pattern observed in *tbx5a:GFP* adult hearts, a basal domain of the ventricle close to the BA was also mCherry^−^ (Fig. 3g–j and 3o–r, and Supplementary Fig. 7, 8; *n* = 5/5). Furthermore, this domain was also GFP^−^, suggesting that it derives from the *tbx5a*^−^ distal embryonic ventricle. Thus, we propose that *tbx5a*^*+*^-derived cells in the adult heart predominantly comprise the FHF derivatives of the embryonic heart and the *tbx5a*^−^ domain in the basal ventricle close to the atrium and BA is SHF-derived. Taken together, our genetic lineage tracing of embryonic myocardial populations into adulthood in zebrafish reveal a fate compartmentalisation of *tbx5a*^−^ and *tbx5a*^+^-derived cardiomyocytes starting in embryogenesis that results in distinguishable ventricle domains in the absence of septation.

### SHF progenitors compensate ablated *tbx5a*^+^ cardiomyocytes

Previous results have indicated that atrial cardiomyocytes acquire a ventricular phenotype upon injury in the embryonic heart^7^. To explore whether SHF progenitors can compensate for a loss of FHF-derived cells, we generated *vmhcl:loxP-tagBFP-loxP-mCherry-NTR*, a transgenic line to specifically mark and ablate ventricular cardiomyocytes using the *ventricular myosin heavy chain like* (*vmhcl*) *cis*-regulatory elements (Fig. 4a; Supplementary Fig. 9; *n* = 10/10). *vmhcl* is expressed exclusively in ventricular and not atrial cardiomyocytes^27^. We crossed *vmhcl:loxP-tagBFP-loxP-mCherry-NTR* with *tbx5a:CreER*^*T2*^. This allowed to lineage-trace *tbx5a*^+^ (mCherry^+^) and *tbx5a*^*−*^ ventricular cardiomyocytes (tagBFP^+^). Furthermore, this genetic strategy allows the ablation of *tbx5a*^+^ ventricular cardiomyocytes by adding Metronidazole (Mtz) to induce cell death in nitroreductase (NTR)-expressing cells^28^. Administration of 4-OHT from 24 to 48 hpf induced the expression of mCherry-NTR in *tbx5a*-derived cardiomyocytes in the trabecular and primordial layer of the embryonic ventricle, with the exception of the distal-most part at the cranial pole (Fig. 4b, c, *n* = 7/7). In adult hearts, most ventricular cardiomyocytes were mCherry^+^. Only a small portion of cardiomyocytes close to the BA and AVC was tagBFP^+^ (Fig. 4d, e), coinciding with the results obtained doing lineage tracing using *tbx5a*:*mCherry-p2A-CreER*^*T2*^;*ubb*:*loxP-lacZ-STOP-loxP-GFP*. To specifically ablate mCherry^+^ cardiomyocytes we administered Mtz from 4 to 7 dpf (Supplementary Fig. 10). Surprisingly, 30 days later, a complete ventricle had regenerated from tagBFP^+^ cardiomyocytes, suggesting that SHF-derived ventricular cardiomyocytes are able to compensate the genetic ablation of the FHF-derived ventricular myocardium (*n* = 6/6; Fig. 4f–h and Supplementary Fig. 11). In the experimental setup all atrial cardiomyocytes are *tbx5a* lineage-derived and thus would become mCherry^+^ if they contributed to the ventricle (Supplementary Fig. 5 and Supplementary Movie 5, *n* = 9/9). Thus, our results reveal that ventricular *tbx5a*^*−*^ SHF-derived cells compensated for the loss of *tbx5a*^+^ ventricular cardiomyocytes. To confirm ablation of *tbx5a*-derived mCherry-NTR expressing cells, we performed terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick end labeling (TUNEL) staining to detect apoptosis (Fig. 5a–g; *n* = 8 larvae + Mtz group and *n* = 8 –Mtz group) and detected a significant increase of TUNEL^+^ mCherry^+^ trabecular and primordial cardiomyocytes in the Mtz-treated group. In agreement, tagBFP^+^ ventricular cardiomyocytes incorporated significantly more 5-bBromo-2´-deoxyuridine (BrdU) upon Mtz treatment, indicating proliferation of this cell population (Fig. 5h–m).

**Fig. 4:**
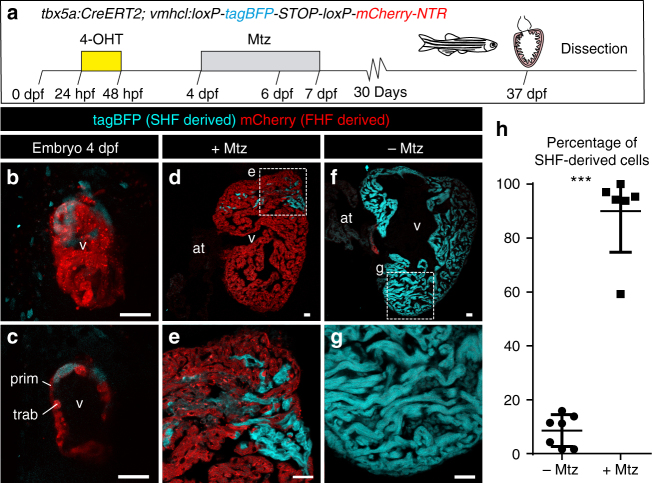
Genetic ablation of *tbx5a*-derived ventricular cardiomyocytes.** a** *tbx5a*^+^ ventricular cardiomyocytes were genetically ablated in *tbx5a*:*CreER*^*T2*^;*vmhcl*:*loxP-tagBFP-loxP-mCherry-NTR* double transgenic zebrafish. Recombination was induced by administration of 4-Hydroxytamoxifen (4-OHT). Cell ablation was induced by administration of Metronidazole (Mtz) from 4 to 7 days postfertilisation. **b**, **c** Ventral views of larval hearts at 4 dpf (maximal projection and optical section, respectively). Anterior is to the top. The proximal ventricle, including primordial layer and trabeculae, is completely mCherry^+^ and the distal ventricle is blue (tagBFP^+^); *n* = 7/7. **d**, **e** Sagittal section of the ventricle of an adult recombined heart. Most cells are mCherry^+^. Only the *tbx5a*^−^ region is tagBFP. n = 7/7. **f**, **g**, Sagittal section of a Mtz-treated fish. Most of the cardiomyocytes are tagBFP^+^; *n* = 6/6. **h**, Quantification of the percentage of myocardium that is tagBFP^+^ (SHF-derived), mean±SD; *** *P* < 0.0001 by two-tailed unpaired *t*-test. at, atrium; prim, primordial layer; SHF, second heart field; trab, trabeculae; v, ventricle. Scale bars, 25 μm

**Fig. 5:**
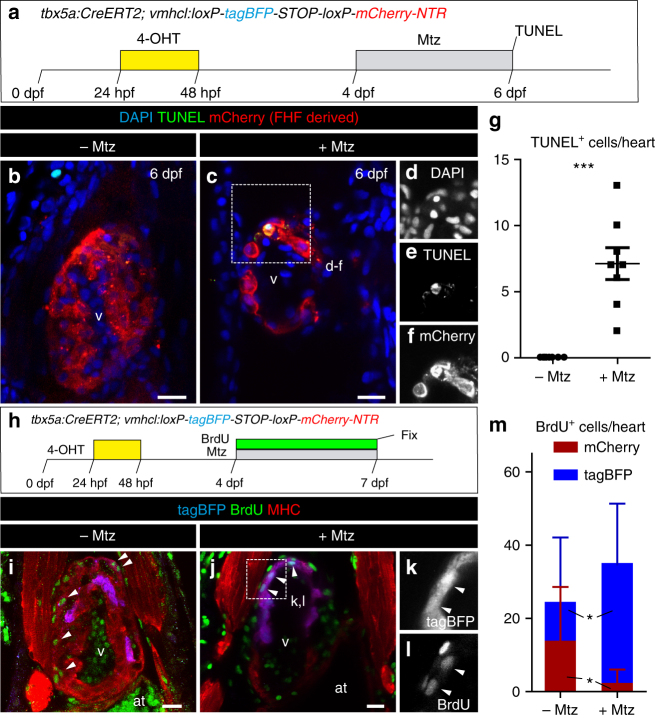
Apoptosis and cell proliferation upon genetic ablation of *tbx5a*-derived ventricular cardiomyocytes. **a** *tbx5a*^+^ ventricular cardiomyocytes were genetically ablated in *tbx5a*:*CreER*^*T2*^;*vmhcl*:*loxP-tagBFP-loxP-mCherry-NTR* double transgenic zebrafish. Recombination was induced by administration of 4-Hydroxytamoxifen (4-OHT). Cell ablation was induced by administration of Metronidazole (Mtz) from 4 to 7 days postfertilisation (dpf). **b**, **c** Optical sections of 6 dpf fish that had been treated with 4-OHT and Mtz as indicated in **a** (**b**) or only with 4-OHT **c** immunostained for mCherry (red) and terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick end labeling (TUNEL) (green). Note that some rounded mCherry^+^ cells are TUNEL^+^. **d**–**f** Single channels of selected area in **c**. **g** Quantification of the number of TUNEL^+^ trabecular and cortical mCherry^+^ cardiomyocytes per heart from animals of the +Mtz (*n* = 8) and –Mtz (*n* = 8) group, mean ± SD; ***P = 0.0004 by Mann–Whitney non-parametric *t*-test. **h** Schematic representation of the 5-Bromo-2´-deoxyuridine (BrdU) treatment to assess proliferation. **i**, **j** Fish were treated with 4-OHT and BrdU **i** or with 4-OHT, Mtz, and BrdU **j**. **k**, **l** Single channels of the boxed area in **j**. **m** Quantification of BrdU^+^/mCherry^+^ and BrdU^+^/tagBFP^+^ cells per heart. Shown are means ± SD (*n* = 8 for − Mtz hearts and *n* = 11 for + Mtz hearts, from two separate independent experiments) *P = 0.0240 for tagBFP^+^ cells and *P* = 0.0371 for mCherry^+^ cells by two-tailed *t*-test. at, atrium; hpf, hours postfertilization; v, ventricle. Scale bars, 25 μm

Ablation of *tbx5a*-derived ventricular cardiomyocytes led to a transient impairment of cardiac function. At 7 dpf, right after the Mtz treatment, the ventricles revealed an irregular shape and displayed diminished pumping efficiency (Supplementary Fig. 12a–e and Supplementary Movie 6). However, mortality was not significantly increased (Supplementary Fig. 12f). Indeed, in the adults, the regenerated hearts revealed normal ventricular pumping efficiency (Supplementary Fig. 12g). Taken together, our results demonstrate that the loss of FHF-derived cardiomyocytes is compensated by an expansion of SHF-derived cardiomyocytes.

### Cardiomyocyte plasticity during adult heart regeneration

We next explored whether this observed cardiomyocyte plasticity remains in the adult. Upon cryoinjury, cardiomyocytes at the site of injury proliferate and rebuild the lost cortical and trabecular myocardium^1,2^. Using our transgenic tools, which genetically discriminate between cortical and trabecular cardiomyocytes, we investigated the plasticity of trabecular cardiomyocyte cell fate during regeneration. First, we analysed the expression of *tbx5a*:GFP during heart regeneration using cryoinjury (Supplementary Fig. 13a). *tbx5a*:GFP was highly expressed in uninjured trabeculae at all stages analysed. At 1 days postinjury (dpi), no GFP expression could be found in the cortical layer (Supplementary Fig. 13b–f; *n* = 4/4). In contrast, at 3 dpi (Supplementary Fig. 13g–k; *n* = 4/5), 7 dpi (Supplementary Fig. 13l–p; *n* = 3/3), and 21 dpi (Supplementary Fig. 13q–u; *n* = 4/4), few *tbx5a*:GFP^+^ cardiomyocytes could be observed in the cortical layer close to the injured area. Nonetheless, at 130 dpi, the regenerated cortical myocardium was *tbx5a*:GFP^−^ (Supplementary Fig. 13v–z; *n* = 4/4). This transient expression of *tbx5a* in cortical cardiomyocytes can have two explanations: (a) *tbx5a* is re-expressed transiently in the cortical layer during regeneration, or (b) trabecular cardiomyocytes are contributing to the new cortical layer.

To evaluate these two possibilities, *tbx5a*-derived cells were genetically traced using *tbx5a*:*mCherry-p2A-CreER*^*T2*^;*ubb*:*loxP-STOP-loxP-GFP* double-transgenic fish (Fig. 6a). Upon recombination, GFP expression was restricted to the trabeculae in uninjured hearts (Fig. 6b–g; *n* = 7/7) and we only rarely detected GFP^+^ cells in the cortical myocardium (two cells in one out of six completely sectioned hearts, Supplementary Fig. 14a–f). By contrast, we observed GFP^+^/mCherry^−^ cells in the regenerated cortical layer at 21 dpi (Fig. 6h–m; *n* = 6/7) and 90 dpi (Fig. 6n, o–s; *n* = 6/6), indicating that these cells derived from *tbx5a*^+^ cells had switched off *tbx5a* expression. In the remote area, GFP^+^ cells remained restricted to the trabecular layer even upon cryoinjury (Fig. 6t–x; *n* = 5/6). Based on the percentage of trabecular cardiomyocytes that are GFP^+^, the recombination efficiency was estimated to be 10 ± 6%. In the newly formed cortical layer, 7 ± 4% of cardiomyocytes are GFP^+^ (*n* = 10). Therefore, trabeculae might contribute to a higher extent to the regenerating cortical layer than estimated by GFP signal detection.

**Fig. 6:**
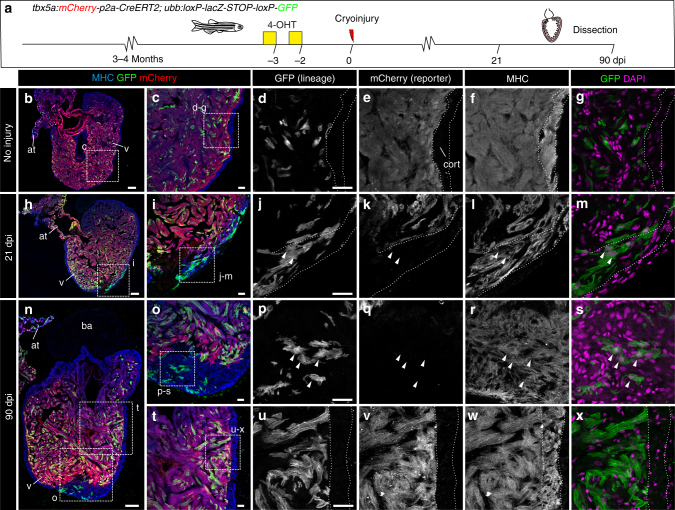
Contribution of *tbx5a*-derived cells during regeneration of the adult zebrafish heart.** a** *tbx5a*:*Cherry-p2A-CreER*^*T2*^ was crossed into *ubb*:*loxP-lacZ-STOP-loxP-GFP*. 4-Hydroxytamoxifen (4-OHT) was added 2 and 3 days before cryoinjury, to induce recombination of *loxP* sites. Hearts were fixed at 21 and 90 days postinjury (dpi) and sectioned for immunofluorescent detection of GFP^+^ *tbx5a*-derived cells and mCherry^+^ *tbx5a*-expressing cells. Nuclei were counterstained with DAPI. **b** In the uninjured heart (*n* = 7/7), mCherry expression was homogeneous in the trabecular myocardium and absent in the cortical layer. GFP^+^ cells were found in the trabecular layer. **c** Zoomed view of boxed area in **b**. **d**–**f** Single channels of boxed area shown in **c**. **g** GFP and DAPI channels only. **h**, **n** Section of hearts at 21 dpi **h** and 90 dpi **n**. Upon cryoinjury to the ventricular apex, *tbx5a*-derived cardiomyocytes were present also in the cortical layer, particularly at the site of injury (**h**–**m**, *n* = 6/7; **o**–**s**, *n* = 5/6; **t**–**x**, *n* = 6/6), whereas *tbx5a*^*+*^ cardiomyocytes in general were restricted to the trabecular myocardium (*n* = 5/6) **t**–**x**. Nuclear counterstaining revealed GFP^+^ cell bodies in the cortical layer (arrowheads). at, atrium; cort, cortical layer; ba, bulbus arteriosus; v, ventricle. Scale bars, **b**, **h**,**n** 100 µm and **c**, **d**, **i**, **j**, **o**, **p**, **t**, **u** 25 μm

To confirm that these cells came from *tbx5a*^+^ trabeculae and were not produced by leaky recombination in response to injury, we repeated the experiment in the absence of 4-OHT administration; we found no GFP^+^-recombined cells within the regenerated area (Supplementary Fig. 14g–q; *n* = 3/3). We further excluded that the result is caused by 4-OHT remaining in the body at the moment of injury through treating zebrafish with 4-OHT 10 and 11 days before the injury (Supplementary Fig. 14r–w; *n* = 5/5). Taken together, our results reveal that trabeculae contribute to the regeneration of cortical myocardium. This process occurs concomitantly to the downregulation of *tbx5a* expression, suggesting that trabecular cardiomyocytes change their specification and become cortical cardiomyocytes.

The list of genes to discriminate cortical from trabecular myocardium in the zebrafish is short: besides the herein reported *tbx5a* expression pattern and *nppa*^29^, no other markers have been described to differentiate cortical from trabecular myocardium in the zebrafish. To interrogate whether *tbx5a*-derived trabecular cardiomyocytes not only relocate into the cortical region and switch off *tbx5a* but also adopt the expression of cortical marker genes, we performed RNA sequencing (RNA-Seq) comparing *tbx5a*-positive and -negative cardiomyocytes isolated from adult ventricles (Fig. 7a, b) . *tbx5a* was the top gene differentially expressed between the two populations (Fig. 7c and Supplementary Data 1), further supporting that the transgenic *tbx5a* reporter lines reproduce the endogenous pattern. 

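RNA-Seq libraries came from cardiomyocytes sorted from adult *tbx5a:GFP;myl7:nuc-dsRed* ventricles, in which nuc-dsRed marks the nuclei of cardiomyocytes and GFP marks cells that express *tbx5a*. GFP+/nuc-dsRed+ cells were collected as *tbx5a*+ cardiomyocytes and GFP-/nuc-dsRed+ cells as *tbx5a*- cardiomyocytes. Each of the 4 replicates, numbered 2, 8, 9 and 10, was a pool of 5 hearts and gave 1 library of each population, so that 8 libraries formed 4 pairs. Libraries were prepared from 0.6 ng of total RNA with the Ovation Single Cell RNA-Seq System, with 2 rounds of amplification, and sequenced as 60-base single reads. The authors removed adaptors with cutadapt and estimated the count of each gene with RSEM. The methods name cutadapt 1.9.1, RSEM v1.2.25 and release 82 of the Ensembl transcriptome, whereas the submitters' processing notes name RSEM 1.2.3, CASAVA 1.8.2 and the older genome build Zv9.

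The deposited values are normalized expression values rather than counts. In each library the low values were spaced by the value of 1 read, which was 0.859 to 1.186 normalized units, and these spacings differed by at most 0.0156% from those that TMM normalization of the estimated counts gives. Divided by this value, the library totals came to 8076619 to 9491526 estimated reads in *tbx5a*+ libraries (median 9380366) and to 7148913 to 9204001 in *tbx5a*- libraries (median 7656405). *tbx5a*+ libraries had 13706 to 14983 genes above 0 (median 14387) and *tbx5a*- libraries had 11329 to 13793 (median 12763). The *tbx5a*- libraries of replicates 9 and 2 had the fewest, with 11329 and 12225. Genes with at least 1 CPM in at least 2 libraries were tested, as in the methods, which left 13895 of 31388 genes. The authors tested counts with EdgeR. Because the deposited values are not counts, log2(value + 1) was compared here with limma, and a gene was called at a Benjamini–Hochberg adjusted *p* of 0.05 or less and a log2 fold change of at least 1 in size. Fold changes are positive where *tbx5a*+ cardiomyocytes were higher, and on this scale the added 1 draws those of genes with low values toward 0, while a library near 0 can make them larger than the ratio of the group means. In simulated libraries of this kind, the test recovered 12% of genes changed 2-fold, 52% of those changed 4-fold, 70% of those changed 8-fold and 90% of those changed 16-fold. Most changes of 2-fold would thus be missed. The median estimated log2 fold change of the 2-fold genes was 1 in size, the least that a call needs. Many of them would therefore be missed with any number of libraries. The changed genes were drawn from genes with more reads than the filter asks for, so these rates do not cover the lowest genes tested.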

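*tbx5a* (ENSDARG00000024894), which encodes a T-box transcription factor, had a normalized value of 4132 ± 917 (SD, *n* = 4 libraries) in *tbx5a*+ cardiomyocytes and of 249 ± 172 (SD, *n* = 4) in *tbx5a*- cardiomyocytes. The log2 fold change was 4.32 (standard error 0.36, adjusted *p* = 8.7e-08 from limma). The lowest *tbx5a*+ library, at 3197, lay above the highest *tbx5a*- library, at 442 (two-sided exact permutation test, *p* = 0.0286, the smallest that 4 libraries against 4 allow, with the pairs set aside; 4 pairs alone are too few for a *p* under 0.05). By its *p*-value *tbx5a* ranked 1 of the 13895 genes tested (24 with a robust fit). It was the 1 gene called higher in *tbx5a*+ cardiomyocytes (1 of 3 with limma-voom and 1 of 19 with the replicate number as a block). Its paralog *tbx5b* had values of 162 ± 37.9 and 94.975 ± 66.7 (SD, *n* = 4 each) in *tbx5a*+ and *tbx5a*- cardiomyocytes, and its log2 fold change of 0.99 (standard error 0.49) did not pass the test (adjusted *p* = 0.71 from limma). *nppa*, the natriuretic peptide gene that the paper names as a trabecular marker, had values of 21458 ± 6685 and 15730 ± 3225 (SD, *n* = 4 each). It was higher in *tbx5a*+ cardiomyocytes in 4 of 4 pairs, with a log2 fold change of 0.41 (standard error 0.23), and did not pass the test (adjusted *p* = 0.73 from limma). The cardiomyocyte gene *myl7*, listed under the human-style symbol MYL7, had values of 89973 ± 8800 and 91813 ± 10668 (SD, *n* = 4 each) in the 2 populations, and its log2 fold change of -0.03 (standard error 0.21, adjusted *p* = 0.99 from limma) changed sign with upper quartile scaling. In Supplementary Data 1, *tbx5a* stands second by its *p*-value, after *anxa2a* and with the same FDR. The paper names *tbx5a* the top gene. It takes this as further support, besides its comparisons of GFP with endogenous *tbx5a* expression, that its *tbx5a* reporter lines follow the endogenous pattern.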

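Of 101 genes of the actin cytoskeleton tested, 8 were higher in *tbx5a*- cardiomyocytes and 0 in *tbx5a*+ cardiomyocytes (12 and 4 when adjusted over the list alone, 10 and 0 with the replicate number as a block). *anxa2a*, which encodes a membrane- and actin-binding annexin, had a normalized value of 1500 ± 534 (SD, *n* = 4) in *tbx5a*- and 46.4 ± 27.6 (SD, *n* = 4) in *tbx5a*+ cardiomyocytes, a log2 fold change of -5.16 (standard error 0.44). *xirp2a*, which encodes an actin-binding protein of cardiac cell junctions, had 2216 ± 779 in *tbx5a*- and 353 ± 136 in *tbx5a*+ cardiomyocytes (SD, *n* = 4 each), a log2 fold change of -2.68 (standard error 0.31, adjusted *p* = 1.6e-05 from limma). The smooth muscle actin gene *acta2* had 275 ± 177 and 2.28 ± 2.83 (SD, *n* = 4 each), the latter from 9.4 estimated reads over 4 libraries, and a log2 fold change of -6.67 (standard error 1.00, adjusted *p* = 0.00088 from limma). The other 5 were *tmsb4x* (log2 fold change -2.85), *marcksl1a* (-2.70) and *flna* (-4.30), which encode proteins that bind actin monomers or filaments, the non-muscle myosin gene *myh10* (-1.30) and the smooth muscle gene *tagln* (-2.15).

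Of 19 caveolae genes, 3 were higher in *tbx5a*- cardiomyocytes (4 when adjusted over the list alone) and 0 in *tbx5a*+ cardiomyocytes. The caveolin gene *cav1* had 408 ± 214 in *tbx5a*- and 44.4 ± 27.4 in *tbx5a*+ cardiomyocytes (SD, *n* = 4 each), a log2 fold change of -3.27 (standard error 0.51, adjusted *p* = 0.0012 from limma). The cavin gene *ptrfb* had a log2 fold change of -2.39 and *ehd2b*, which encodes an ATPase at the neck of caveolae, of -5.19. Of 64 genes of the extracellular matrix and basement membrane, 2 were higher in *tbx5a*- cardiomyocytes (9 when adjusted over the list alone) and 0 in *tbx5a*+ cardiomyocytes. They were *emilin1b*, an elastic fibre gene (-3.43), and the laminin receptor gene *bcam* (-4.20). The laminin gene *lama5* had 525 ± 218 in *tbx5a*- and 189 ± 68.2 in *tbx5a*+ cardiomyocytes (SD, *n* = 4 each) and was higher in *tbx5a*- cardiomyocytes in 4 of 4 pairs. Its log2 fold change of -1.46 (standard error 0.33) had an adjusted *p* of 0.086 from limma and of 0.0043 with the replicate number as a block, and 5 matrix genes passed with the block, among them also *sparc* (-1.25, adjusted *p* = 0.042 with the block, from limma), which is a fibroblast gene too.

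At an unadjusted *p* under 0.05, 6 actin, 1 caveolae and 0 matrix genes were higher in *tbx5a*+ cardiomyocytes, and limma-voom called 0 of them. In camera's set test, the 3 lists stood lower in *tbx5a*+ than in *tbx5a*- cardiomyocytes relative to the other genes, at adjusted *p* = 1.7e-07 for actin, 2.1e-06 for matrix and 9.9e-06 for caveolae genes. With an estimated correlation between genes, the adjusted *p* was 0.014 for actin genes (0.115 with the block), 0.118 for matrix genes and 0.093 for caveolae genes. A second set test, fry, passed 0 of 27 lists in its directional form, with or without the block. Its adjusted *p* without the block was 0.082 for actin, 0.171 for matrix and 0.096 for caveolae genes. In its mixed form, which takes changes in either direction, 16 lists passed. The lists were fixed after 1997 of the 13890 rows of Supplementary Data 1 had been read, so their counts are not independent of it. *acta2* and *tagln* also belong to 13 smooth muscle and mural cell genes, whose median log2 fold change was -0.37. The call was lost for *flna* without the *tbx5a*- library of replicate 2 or 10 (adjusted *p* = 0.068 and 0.058), for *bcam* without the *tbx5a*- library of replicate 2, 8, 9 or 10 (0.259, 0.257, 0.089 and 0.135), and for *tagln* without the *tbx5a*+ library of replicate 2, 8 or 9 (0.068, 0.057 and 0.062) or the *tbx5a*- library of replicate 2, 9 or 10 (0.184, 0.154 and 0.055), all from limma. Without the *tbx5a*- libraries of replicates 2 and 9, which had the fewest genes detected, 2 actin genes passed and 0 matrix and 0 caveolae genes, an alternative chosen after the data were seen. In that fit all 27 genes called in the 8 libraries kept their direction. This adds little, since they were chosen from the same libraries and each differed in 1 direction in 4 of 4 pairs. Camera's adjusted *p* in that fit was 0.0038 for actin, 0.00047 for matrix and 0.028 for caveolae genes.

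**Figure D1:**
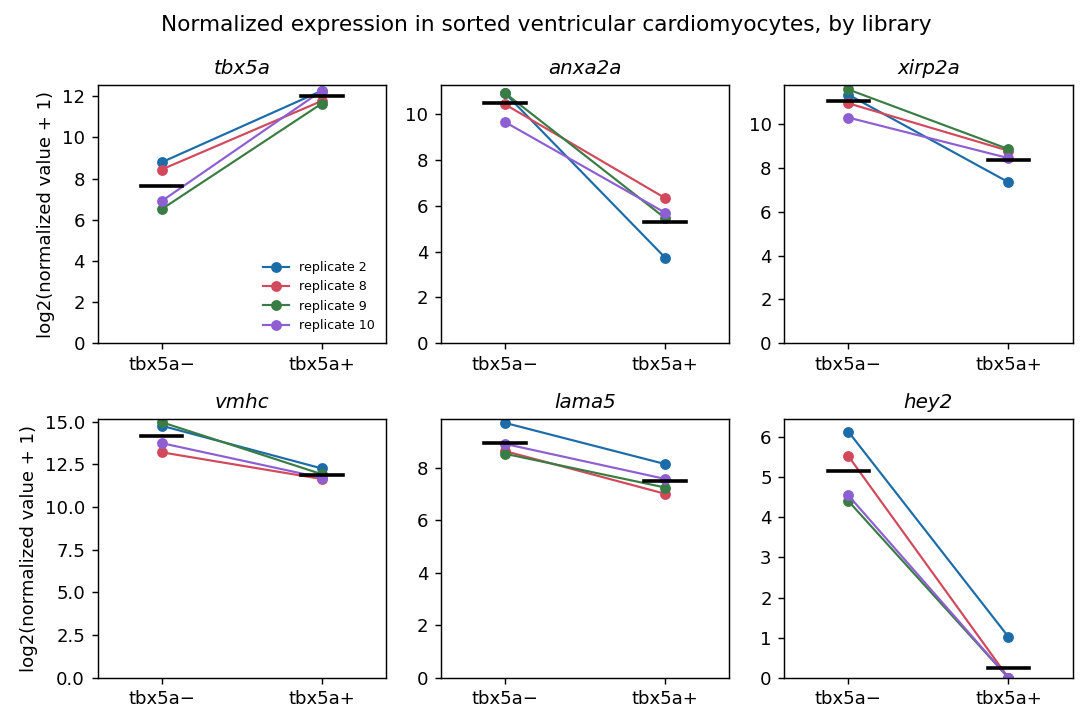
Normalized expression of 6 genes by library, as log2(value + 1), with *tbx5a*- cardiomyocytes on the left and *tbx5a*+ cardiomyocytes on the right of each panel. Lines join the 2 libraries of a replicate and black bars are group means (*n* = 4): *tbx5a* is higher in *tbx5a*+ cardiomyocytes in 4 of 4 pairs and the other 5 genes are higher in *tbx5a*- cardiomyocytes in 4 of 4 pairs.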

A number of genes related to actin cytoskeleton, extracellular matrix, and caveolae were expressed specifically in *tbx5a*^−^ cardiomyocytes (Fig. 7c, d): two of these markers, *xirp2a*^30^ and *lama5*, were validated by immunofluorescence for their protein product (Figs. 8 and 9). In uninjured hearts, Xirp2a was detected in the cortical myocardium (Fig. 8a–f, *n* = 3/3). Strikingly, the *tbx5a*-derived GFP^+^ cells that contributed to the cortical layer and switched off *tbx5a*:mCherry also expressed Xirp2a (Fig. 8g–r, *n* = 6/6). Laminin was detected in the cortical layer (Fig. 9a–f, *n* = 3/3) and, upon injury, cortically located *tbx5a*-derived GFP^+^ were in a Laminin^+^ environment; Fig. 9g–r, *n* = 6/6). This result was further supported using a RNAScope protocol to detect *lama5* mRNA in situ (Supplementary Fig. 15; a-h, *n* = 4/4; i-p, *n* = 11/11). A third gene used to determine whether *tbx5a*-derived cardiomyocytes express cortical markers when found in the cortical myocardium was *hey2*, a well-established marker of the compact layer in the embryonic mouse heart^31^ (Supplementary Fig. 16). *hey2* mRNA in situ detection by RNAScope revealed expression in cardiomyocytes from the cortical myocardium of the adult zebrafish (Supplementary Fig. 16 a-h; *n* = 3/4). *tbx5a*-derived trabecular cardiomyocytes that were within the cortical region at 90 dpi co-localized with *hey2* staining (Supplementary Fig. 16 i-m; *n* = 5/6). Of note, *tbx5a*-derived cells within the trabecular myocardium did not reveal similar *hey2* expression levels (Supplementary Fig. 16 n-p; *n* = 5/6). On the contrary, the expression of the trabecular marker *nppa* was not retained in *tbx5a*-derived cells within the cortical myocardium (Supplementary Fig. 17, *n* = 7/7), altogether indicating that trabecular *tbx5a*^+^ cardiomyocytes undergo a true phenotypic switch to become cortical layer cardiomyocytes. Although the cortical myocardium had previously been reported to regenerate from cardiomyocytes within the same layer^5^, our results reveal that trabecular cardiomyocytes can also contribute to cortical layer repair in response to injury.

**Fig. 7:**
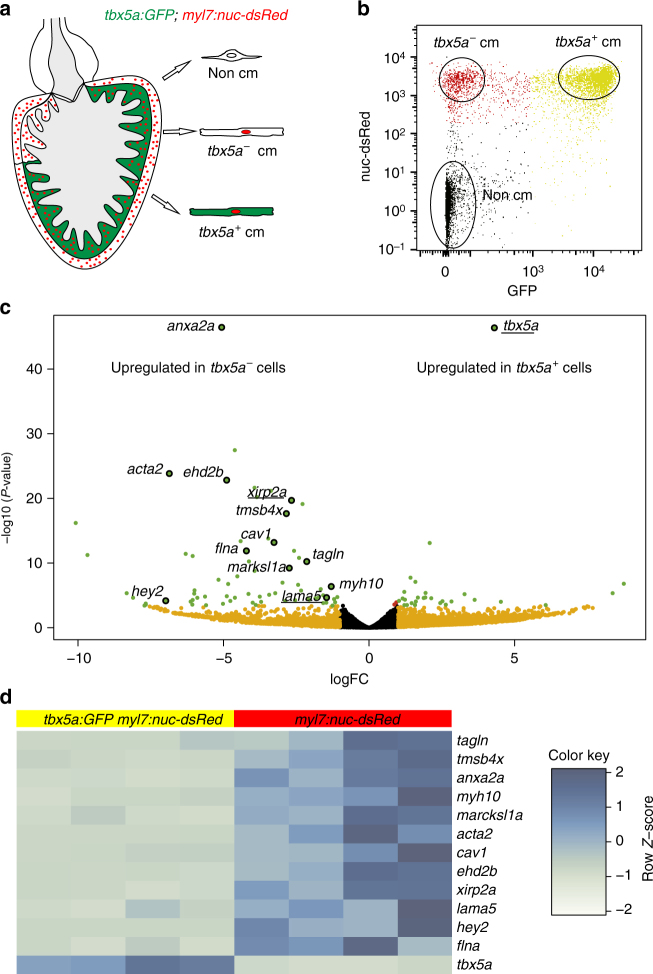
*tbx5a*^+^ and *tbx5a*^−^ cardiomyocytes from adult ventricles exhibit distinct expression profiles. **a**, **b** GFP^+^/nuc-dsRed^+^ and GFP^−^/nuc-dsRed^+^ cardiomyocytes were  fluorescence-activated cell (FAC) sorted from adult *tbx5a*:*GFP;myl7*:*nuc-dsRed* ventricles (*n* = 5 pooled heart per replicate; four replicates in total). **c** Volcano plot representing RNA-seq results comparing both populations. Black, false discovery rate (FDR) > 0.05, log fold change (LFC) < 1; orange, FDR > 0.05, LFC > 1; red, FDR < 0.05, LFC < 1; green, FDR < 0.05, LFC > 1. **d** Heatmap of genes differentially expressed in *tbx5a*^+^ and *tbx5a*^–^ cardiomyocytes from adult hearts. Dark blue, higher expression; light blue, lower expression. cm, cardiomyocytes

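Of the 13895 genes tested, 27 were called, 26 of them higher in *tbx5a*- cardiomyocytes. At an unadjusted *p* under 0.05 and a change of at least 2-fold the balance was the other way, with 469 genes higher in *tbx5a*+ and 259 higher in *tbx5a*- cardiomyocytes. A large part of these may be false positives, since *p* was not adjusted for the 13895 tests. The median log2 fold change of all tested genes was itself 0.20. It was 0.036 without the *tbx5a*- libraries of replicates 2 and 9, which had the fewest genes above 0. Among the 16 called genes that Fig. 7d does not show, *vmhc* (ENSDARG00000079564), a cardiac myosin heavy chain gene that bears this ventricular name in Supplementary Data 1 and the name MYH6 in the table of gene symbols, had the highest values, 20838 ± 10925 in *tbx5a*- and 3849 ± 776 in *tbx5a*+ cardiomyocytes (SD, *n* = 4 each), with a log2 fold change of -2.29 (standard error 0.28, adjusted *p* = 3.2e-05 from limma). The chemokine gene *cxcl18b* had 636 ± 366 in *tbx5a*- and 41.2 ± 21.8 in *tbx5a*+ cardiomyocytes (SD, *n* = 4 each), a log2 fold change of -4.02 (standard error 0.51, adjusted *p* = 7.1e-05 from limma). *crb2a*, which encodes the apical polarity protein Crumbs, was listed at 0 in all 4 *tbx5a*+ libraries and had 136 ± 26.1 (SD, *n* = 4) in *tbx5a*- cardiomyocytes. It was at least 46.3-fold higher in *tbx5a*- cardiomyocytes, taking a floor of 3 reads per library, a limit that covers counting error only. The thioredoxin gene *txn* (log2 fold change -2.59, adjusted *p* = 0.0019 from limma) and *ehbp1l1b* (-3.83, adjusted *p* = 1.1e-05 from limma) were also higher in *tbx5a*- cardiomyocytes. The complement gene *c6*, at 149 ± 95.6 in *tbx5a*- and 4.33 ± 7.44 in *tbx5a*+ cardiomyocytes (SD, *n* = 4 each), had an adjusted *p* of 0.025 from limma and lost its call without the *tbx5a*- library of replicate 2, 8, 9 or 10 (0.139, 0.070, 0.160 and 0.090).

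With the replicate number as a block, 58 genes were called, 19 higher in *tbx5a*+ and 39 higher in *tbx5a*- cardiomyocytes, and they included all 27. Of the 19, 10 had the same 8 values as another of these genes, so that they stand for 11 distinct sets of values. They included *BMP10*, a trabecular growth factor gene listed under its human-style symbol (log2 fold change 1.23, adjusted *p* = 0.080, and 0.0061 with the block, from limma), the sodium pump gene *atp1a3b* (1.03, adjusted *p* = 0.148, and 0.0031 with the block, from limma) and the muscle glycogen phosphorylase gene *pygma* (1.16, adjusted *p* = 0.284, and 0.0046 with the block, from limma).

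Of 43 genes of fatty acid oxidation, 39 had a log2 fold change above 0 and the median was 0.55, against 0.20 for all tested genes. None of the 43 was called by limma or by limma-voom, and 13 had an unadjusted *p* under 0.05, all higher in *tbx5a*+ cardiomyocytes, such as *acsl1b* (0.65) and *etfb* (0.58). Of 58 genes of glycolysis and glycogen the median was 0.38. None was called by limma without the block or by limma-voom (*pygma* with the block), and 10 had an unadjusted *p* under 0.05, all higher in *tbx5a*+ cardiomyocytes. In camera's set test, these lists stood higher in *tbx5a*+ cardiomyocytes relative to the other genes (adjusted *p* = 7.7e-07 for fatty acid oxidation and 0.00035 for glycolysis), but not with an estimated correlation (adjusted *p* = 0.265 for each). Neither passed fry's directional test (adjusted *p* = 0.113 for fatty acid oxidation and 0.096 for glycolysis). Both lists were written after part of Supplementary Data 1 had been read. Without the *tbx5a*- libraries of replicates 2 and 9, which had the fewest genes above 0, the medians fell to 0.22 for fatty acid oxidation and 0.22 for glycolysis, against 0.036 for all tested genes, and camera's adjusted *p* was 0.030 and 0.028. Of 12 chamber and trabecular genes, *tbx5a*, whose reporter the cells were sorted on, alone was called (*BMP10* too with the block), and the median was 0.25. The counts that follow are over all genes tested and not over this list. Without the *tbx5a*+ library of replicate 8, 8 genes were called higher in *tbx5a*+ cardiomyocytes, and without the *tbx5a*- library of replicate 8 or 10, 2 and 5. Without the *tbx5a*- libraries of replicates 2 and 9, 6 of all genes tested were called, 5 of them higher in *tbx5a*- cardiomyocytes. That alternative was chosen after the data were seen.

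**Figure D2:**
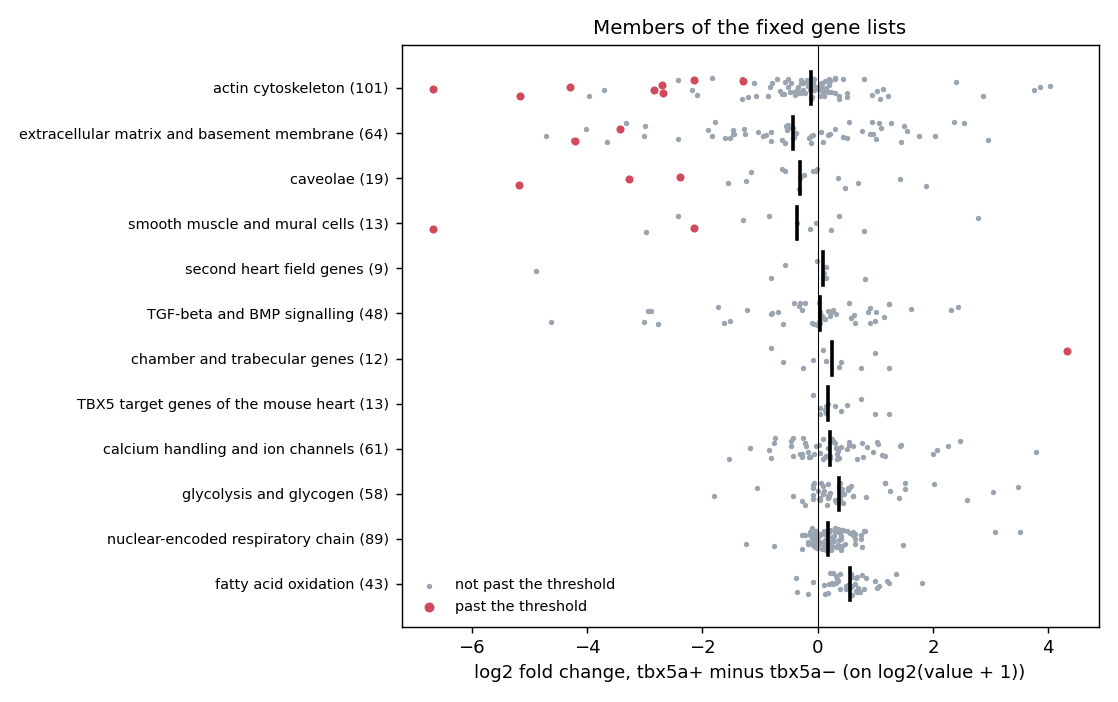
Log2 fold change of the members of 12 gene lists, positive where *tbx5a*+ cardiomyocytes were higher, with the number of genes tested in brackets. Each point is 1 gene, red where it passed the threshold, and black bars are medians; 39 of the 43 points of fatty acid oxidation lie above 0, and the red points of the actin, matrix and caveolae lists lie below 0.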

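Of the 13 genes of the heatmap in Fig. 7d, 11 were called, *tbx5a* higher in *tbx5a*+ cardiomyocytes and 10 higher in *tbx5a*- cardiomyocytes. All 13 differed in 1 direction in 4 of 4 pairs, and 12 were called with the replicate number as a block. *hey2*, which encodes a transcriptional repressor of the Notch pathway, had 69.1, 45.0, 20.2 and 22.3 in the *tbx5a*- libraries of replicates 2, 8, 9 and 10. It was listed at 1.03 in the *tbx5a*+ library of replicate 2 and at 0 in the *tbx5a*+ libraries of replicates 8, 9 and 10. Pooled over libraries, this is 150 estimated reads against 1, a ratio of 158 after scaling for the depth of the libraries (95% interval 27.9 to 6275, exact Clopper-Pearson, for counting error only). The log2 fold change of *hey2* was -4.89 (standard error 1.296) and did not pass the test (adjusted *p* = 0.236, and 0.143 with the block, from limma). That standard error also draws on the spread of other genes with similar means. The differences of the 4 pairs had an SD of only 0.52 in log2 units, with *tbx5a*+ libraries at or near 0. All *tbx5a*- libraries lay above all *tbx5a*+ libraries (two-sided exact permutation test, *p* = 0.0286, the smallest possible here, with the pairs set aside). *marcksl1a* had 356 ± 158 in *tbx5a*- and 57.5 ± 40.3 in *tbx5a*+ cardiomyocytes (SD, *n* = 4 each, adjusted *p* = 0.0039 from limma), with 118 in the *tbx5a*+ library of replicate 8 and at most 40.2 in the others. *myh10* was high in both populations, with 4084 ± 1297 in *tbx5a*- and 1612 ± 197 in *tbx5a*+ cardiomyocytes (SD, *n* = 4 each, adjusted *p* = 0.0023 from limma). Of the 12 genes other than *tbx5a*, 9 had values above 0 in all 4 *tbx5a*+ libraries, down to 0.98, about 1 read, for *flna* in replicate 8.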

**Fig. 8:**
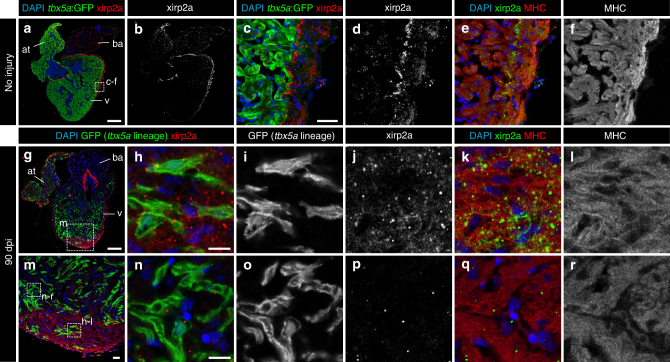
Trabecular *tbx5a*-derived cardiomyocytes within the cortical myocardium express the cortical marker Xirp2a. Immunofluorescence with anti-Xirp2a and GFP and anti-Myosin Heavy Chain (MHC) on ventricle sections. **a**–**f** Uninjured adult *tbx5a*:*GFP* ventricle. Xirp2a expression was observed in the cortical layer but not in the trabecular layer showing a complementary pattern with *tbx5a:GFP* as predicted by the RNA-Seq (*n* = 3/3). **g**–**r** Double transgenic *tbx5a*:*mCherry-p2a-CreER*^*T2*^;*ubb*:*loxP-lacZ-loxP-GFP* were treated with 4-Hydroxytamoxifen (4-OHT) from 84 to 72 and 60 to 48 hours before cryoinjury. Hearts were fixed at 90 days postinjury (dpi). GFP^+^ cells marking the *tbx5a* lineage within the cortical layer were positive for Xirp2a, whereas GFP^+^ cells within the trabecular layer did not express this marker (*n* = 6/6). at, atrium; ba, bulbus arteriosus; v, ventricle. Scale bars, **a**, **g** 100 µm, **c**, **m** 25 μm, and **h**, **n** 10 µm

**Fig. 9:**
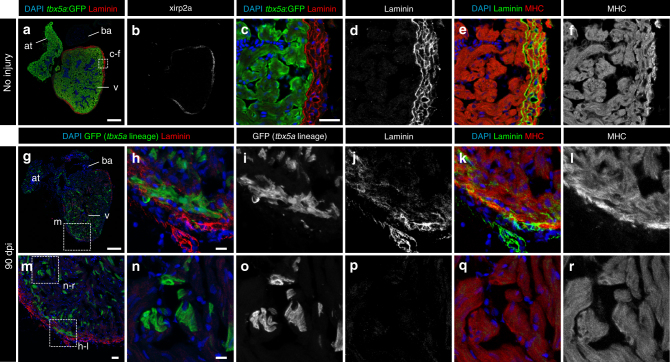
Trabecular *tbx5a*-derived cardiomyocytes within the cortical myocardium are surrounded by Laminin. Immunofluorescence with anti-Laminin, anti-GFP, and anti-Myosin Heavy Chain (MHC) on ventricle sections. **a**–**f** Uninjured adult *tbx5a*:*GFP* ventricle. Laminin expression was observed in the cortical layer but not in the trabecular layer showing a complementary pattern with *tbx5a:GFP* (*n* = 3/3). **g**–**r** Double transgenic *tbx5a*:*mCherry-p2a-CreER*^*T2*^;*ubb*:*loxP-lacZ-loxP-GFP* adult fish were treated with 4-Hydroxytamoxifen (4-OHT) from 84 to 72 and 60 to 48 hours before cryoinjury. Hearts were fixed at 90 days postinjury (dpi). GFP^+^ cells marking the *tbx5a* lineage within the cortical layer were surrounded by Laminin staining (*n* = 6/6). at, atrium; ba, bulbus arteriosus; v, ventricle. Scale bars, **a**, **g** 100 µm, **c**, **m** 25 μm, and **h**, **n** 10 µm

## Discussion

In the developing hearts of birds and mammals, a border between *Tbx5*-positive and -negative cells determines the region of ventricular septation^32^. Our results here establish that the embryonic ventricle in zebrafish is concomitantly also split into *tbx5a*^*+*^ and *tbx5a*^*−*^ domains. A similar boundary between *drl*^*+*^ and *drl*^−^ cells has been described to separate the embryonic ventricle into domains to control distinct physiological properties^11^, suggesting that similar to mammals, adult teleost cardiac ventricles maintain FHF and SHF lineage territories (Fig. 10a). Although the zebrafish ventricle is not septated, the presence of a FHF–SHF-like boundary might represent a state that has been further progressed in evolution to allow morphogenetic events leading to septation.

**Fig. 10:**
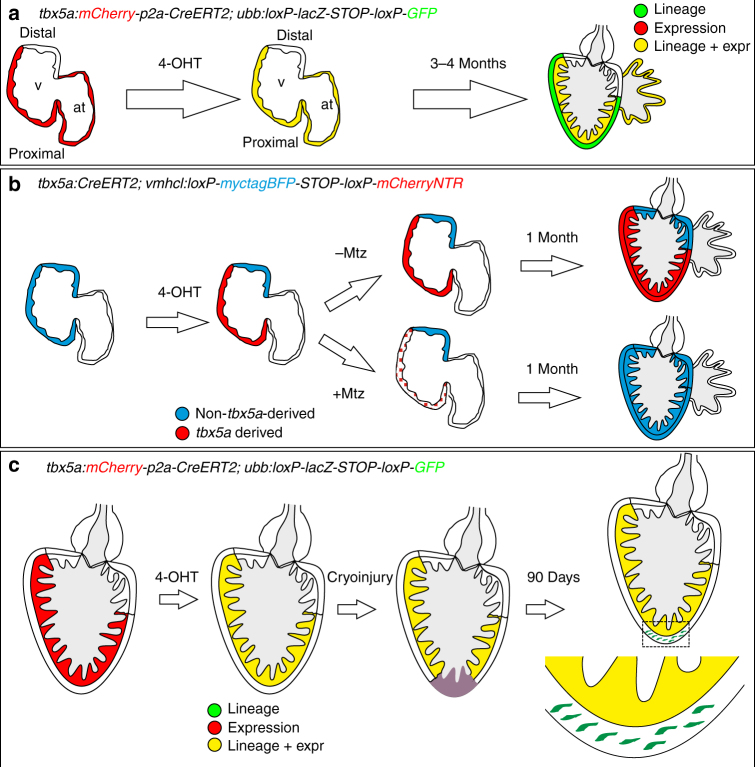
Summary of the contribution of *tbx5a*-positive and -negative myocardium during heart development and regeneration. **a** Identification of *tbx5a*-expressing and *tbx5a*-derived cells in the zebrafish heart. Red, *tbx5a*^+^ cells; green, *tbx5a*-derived cells not expressing *tbx5a*; yellow, *tbx5a*-expressing cells derived from embryonic *tbx5a*^*+*^ cells. **b** Replacement of the embryonic first heart field  myocardium with second heart field  progenitors. Blue, ventricular cardiomyocytes; red, *tbx5a*-derived ventricular cardiomyocytes; dotted red, ablated *tbx5a*-derived ventricular cardiomyocytes. **c** Contribution of *tbx5a*-derived cells during heart regeneration in the zebrafish. Red, *tbx5a*^+^ cells; green, *tbx5a*-derived cells not expressing *tbx5a*; yellow, *tbx5a*-expressing cells derived from trabecular adult *tbx5a*^+^ cells. 4-OHT, 4-Hydroxytamoxifen; at, atrium; Mtz, Metronidazole; v,ventricle

Our results indicate that cardiomyocyte plasticity allows the ventricle to re-form exclusively from SHF-derived cardiomyocytes (Fig. 10b). Of note, in mammals, *Tbx5* expression labels the derivatives of the FHF in the ventricle and also the boundary with the SHF^19,20^; thus, we cannot exclude that the contribution of the SHF is slightly bigger than described in our study. Nonetheless, our results show that SHF cardiomyocytes can compensate the loss of the whole FHF-derived ventricle.

*tbx5a* lineage tracing allowed (i) to confirm that the cortical layer forms during development from the trabecular myocardium^5^ and (ii) to identify that this process involves not only a change in location of cardiomyocytes from the trabecular to the cortical regions but also a change in gene expression (Fig. 10a).

In contrast to development, cardiomyocyte plasticity seems to be reduced in the regenerating adult heart:^19^ conversion of atrial cardiomyocytes to ventricular cardiomyocytes has not been conclusively reported^7^ and Gupta et al.^5^ described that the newly regenerated cortical layer derives from pre-exising cortical layer cardiomyocytes. Indeed, the general rule during regeneration is that every cell contributes to the same cell type it was before injury, as illustrated by the cell types comprising the axolotl limb^33^. In contrast, our results show that a breach of this behavior is possible, with trabecular cardiomyocytes re-specialising into cortical layer cardiomyocytes during regeneration of the adult zebrafish heart (Fig. 10c). This re-specialisation reuses a developmental process in the setting of regeneration to rebuild the injured heart. It is interesting to note that zebrafish hearts are highly trabeculated in comparison with adult mammals. In murine cardiogenesis, the trabecular myocardium is proliferating at a much lower rate than the compact myocardium^34^. Thus, the switch from a trabecular phenotype to cortical phenotype might additionally allow the cardiomyocytes to re-enter a more active rate of cycling, allowing them to drive the regeneration after cryoinjury in the adult context. We propose that cardiomyocyte plasticity is thus likely a key feature necessary to react efficiently with a regenerative response to injury.

## Methods

### Animal handling and generation of transgenic lines

Ethical approval was obtained from the Community of Madrid “Dirección General de Medio Ambiente” in Spain and the “Amt für Landwirtschaft und Natur” from the Canton of Bern, Switzerland. Animals were housed and experiments performed in accordance with Spanish and Swiss bioethical regulations for the use of laboratory animals. Fish were maintained at a water temperature of 28 °C.

The construct to generate Tg(*tbx5a*:*tdTomato*) transgenic zebrafish lines was made by recombining the tdTomato cassette (Supplementary Data 2) into the BAC *CH73-99A14*. The construct for *Tg(tbx5a:mCherry-p2A-CreER*^*T2*^*)*^cn4^ was generated by recombining the *iTol2Amp* cassette^35^ (Supplementary Table 1, primers 1,2) and *mCherry-p2A-CreER*^*T2*^ (Supplementary Data 3 and Supplementary Table 1, primers 3,4) into the same BAC. The construct to generate Tg(*tbx5a*:*CreER*^*T2*^)^cn3^ was made by recombining *iTol2Amp-γ-crystallin:RFP* (Supplementary Data 4 and Supplementary Table 2, primers 2,5) and CreER^T2^ (Supplementary Table 1; primers 4,6) cassettes into the same BAC. *Tg(vmhcl:loxP-myctagBFP-STOP-loxP-NTR-mCherry)*^cn5^ was generated using a construct obtained from recombining *iTol2Amp*^35^ (Supplementary Table 1, primers 1,2) and *loxP-myctagBFP-STOP-loxP-mCherry-NTR* (Supplementary Data 5 and Supplementary Table 2, primers 7,8) cassettes into the BAC *CH73-204E19*. Plasmid templates for recombineering were cloned using Gibson Assembly (NEB). Recombineering was performed combining the *pRedET* (GeneBridges, Germany) system and EL250 bacteria^36^. *Tg(-3.5ubb:loxP-lacZ-loxP-eGFP)*^*cn2*^ ^26^ was outcrossed for six generations to isolate the best insertion. BAC DNA was injected at 25 ng μl^−1^ into one-cell stage zebrafish embryos along with 1 nl of 50 ng μl^−1^ synthetic *Tol2* mRNA in Danieau buffer. Transient *ltbp3:TagRFP-2A-Cre* embryos in the stable *tbx5a:GFP* background were generated by injecting a Tol2 plasmid containing the vector *ltbp3:TagRFP-p2A-Cre*^12^ into one-cell stage Tg*(tbx5a:GFP)* embryos. Around 150 embryos survived the microinjection and were screened for mCherry expression. The transgenic line *drl:mCherry* ^zh705^ (in full Tg*(-6.3drl:mCherry)*^zh705^) based on transgene vector *pCM330* was generated using Multisite Gateway assembly of *pCM293* (*pENTR5’* backbone containing 6.35 kb of the zebrafish *drl* locus (*ZDB-GENE-991213-3*) amplified with primers *5′-GTCAGCACCAGATGCCTGTGC-3′* (forward) and *5′-CCAAGTGTGAATTGGGATCG-3′* (reverse) as described^37^), Tol2kit^38^ *#386* (*pME-mCherry*), *#302* (*p3E_SV40polyA*), and *#394* (*pDestTol2A2*) (in total *pDestTol2pA2_drl:mCherry*, referred to as *drl:mCherry*); plasmid DNA was injected at 25 ng μl^−1^ into one-cell stage zebrafish embryos that were then raised and screened for germline transmission of the transgenic reporter with subsequent outcrossing to isolate a single transgene insertion^39^. The *drl:mCherry* transgenics used in the study are at least seventh-generation transgenics. The line Tg*(-26.5Hsa.WT1-gata2:EGFP*)^cn1^ ^40^ contains a reporter construct flanked by *flippase recognition target* sites, in which cardiac actin drives the expression of RFP. This cassette was removed by injection of *flippase* mRNA into the one-cell stage. This line was called Tg(*−26.5Hsa.WT1-gata2:EGFP*)^cn12^ and was replacing Tg*(−26.5Hsa.WT1-gata2:EGFP*)^cn1^.

In adults, 10 µM 4-OHT (Sigma, H7904) was administered at the indicated times. Treatments were performed overnight. Before administration, the 10 mM stock (dissolved in ethanol) was heated 10 min at 65 °C^39^. For genetic labeling in *tbx5a*:*mCherry-p2A-CreER*^*T2*^*;3.5ubb:loxP-lacZ-loxP-eGFP* embryos, 4-OHT was administered at 10 µM from 24 to 48 hpf and at 5 µM from 48 to 84 hpf. Cryoinjury was performed as previously described using a copper filament cooled in liquid nitrogen and placed on the ventricular surface of the heart until thawing^41^. The pericardial cavity had been previously opened to expose the heart, in anesthetized animals. For genetic ablation experiments and their controls, 4-OHT was administered at 5 µM from 24 to 48 hpf and then Mtz (Sigma, M3761) was added at 10 mM from 96 to 168 hpf. Other lines used were TgBAC(*tbx5a*:*GFP*)in2Tg;^24^ Tg(*myl7:nDsRed*)f2^42^ *Tg(myl7:membranemCherry)*^43^, Tg(3.5*ubb*:*loxP-mCherry-loxP-eGFP*)^44^, and Et*(−26.5Hsa.WT1-gata2:EGFP*)^cn1^ (*epi:GFP*)^40^.

For all the experiments involving Cre recombination or cell ablation, hemizygous fish were used. For experiments using only the *Tg(tbx5a:GFP)* line, homozygous and hemizygous fish were used interchangeably.

BrdU was added to E3 water at 5 mg ml^−1^ with 0.5% dimethyl sulfoxide from 4 to 7 dpf.

### Histology

Samples for Fig. 2a Fig. 3a, and Supplementary Figures 1c–g, 3, 4, 13 and 17 were fixed in 4% pParaformaldehyde (PFA) in phosphate-buffered saline (PBS) overnight at 4 °C. Samples were then washed in 0.1% Tween20 (Merck) in PBS, dehydrated through an ethanol series, and embedded in paraffin wax. Samples were sectioned at 7 μm with a microtome (Leica), sections mounted on Superfrost slides (Fisher Scientific), and dried overnight at 37 °C.

The rest of sections were obtained by fixing in 4% PFA washing in PBS + 0.1% Tween20 (PBT), incubated in 15% saccharose overnight 4 °C. Then, samples were embedded in 30% gelatin 15% saccharose and snap frozen at − 80 °C in isopentane. Tissue was cut at 8 μm on a cryostat (Leica).

### In situ mRNA hybridization

In situ mRNA hybridisation on paraffin sections and on whole-mount larvae were performed as described^45,46^ using *tbx5a* (complementary DNA kindly provided by C. Neumann), *GFP* (cDNA kindly provided by J.L. Gómez-Skarmeta), and *nppa*^47^ riboprobes.

Paraffin sections were deparaffinized, postfixed 20 min with PFA 4%, washed with PBS, treated with proteinase K 10 µm ml^−1^ for 10 min at 37 °C, washed with PBS, postfixed with PFA 4% for 5 min, washed with PBS, treated with HCl 0.07 N for 15 min, washed with PBS, treated with 0.25% acetic anhydride in triethanolamine 0.1 M pH 8 for 10 min, washed with PBS, washed with RNase-free water, and then hybridised with the probe in pre-hybridisation buffer over night at 65 °C. The following day, sections were washed twice with post-hybridisation buffer 1 (50% formamide, 5 × SSC, 1% SDS) for 30 min at 65 °C and twice more with post-hybridisation buffer 2 (50% formamide, 2 × saline-sodium citrate SSC, 1% SDS). Then, sections were washed with maleic acid buffer with 0.1% Tween 20 (MABT) buffer at room temperature and incubated at least 2 h in blocking solution at room temperature. They were next incubated overnight with anti-dig-alkaline phosphatase (AP) antibody (1 : 2,000) in blocking solution. The third day, they were washed with MABT for several hours, followed by washes in AP buffer. Sections were developed in BM-Purple (Roche) until signal was detected.

For whole-mount in situ hybridisations, embryos were fixed in 4% PFA overnight, dehydrated in methanol series, and stored at − 20 °C until its use. On day 1, embryos were rehydrated, washed in PBT, digested with 10 µg ml^−1^ for 15 min, rinsed in PBT, and fixed in 4% PFA for 10 min. After washing again in PBT, they were pre-hybridised at 67 °C for at least 1 h. The antisense riboprobe was added at 0.5 µg ml^−1^. After overnight hybridisation, two washes with 50% formamide/2 × SSCT, one wash with 2 × SSCT, and an additional two washes with 0.2 × SSCT were performed, all at 67 °C. Then, embryos were transferred to room temperature and washed in MABT. Antibody incubation, washing, and color development condition times were as for in situ on sections. RNAScope (Advanced Cell Diagnostics, Hayward, CA) was performed following the manufacturer’s instructions for formalin-fixed paraffin-embedded samples with standard tissue pretreatment and 2.5 HD RED detection kit.

### Immunofluorescence and TUNEL in whole-mount embryos

Embryos were fixed in 4 % PFA overnight, washed in 0.1% Tween20 in PBS, and permeabilised with 0.5% Triton X-100 (Sigma) in PBS for 20 min. Several washing steps were followed by 2 h of blocking with 5% goat serum, 5% bovine serum albumin (BSA), and 20 mM MgCl_2_ in PBS, followed by incubation with antibodies overnight. Apoptosis was detected by TUNEL staining using the in situ cell death detection kit from Roche (Mannheim, Germany), incubating fish embryos in enzyme solution for 1 h^48^.

### Immunofluorescence on sections

Paraffin sections were deparaffinized, rehydrated, and washed in distilled water. Epitopes were retrieved by heating in 10 mM citrate buffer (pH 6.0) for 15 min in a microwave at full power. Gelatine sections were incubated instead 30 min in 0.1% Tween20 in PBS at 37 °C to dissolve the gelatin. Nonspecific binding sites were saturated by incubation for at least 1 h in blocking solution (5% BSA, 5% goat serum, and 20 mM MgCl_2_ in PBS). Endogenous biotin was blocked with the avidin–biotin blocking kit (Vector, Burlingame, CA, USA).

### Antibodies

Primary antibodies used were anti-Myosin Heavy Chain (MF20, DSHB, 1 : 20 and F59, DSHB, 1 : 20), anti-GFP (AVES, GFP-1010, 1 : 500; 632592, Clontech, Mountain View, CA, USA, 1 : 100), anti-RFP (ab34771, AbCam, 1 : 200), anti-Xirp2a^30^, a kind gift from C. Otten and S. Seyfried (1 : 500), anti-Laminin (L9393, Sigma, 1 : 200), anti-BrdU (BD Biosciences, B44, 1 : 100), anti-mKate^49^ to detect tagBFP (1 : 500). Biotin- or Alexa (488, 568, 633)-conjugated secondary antibodies, and streptavidin-Cy3 (Jackson Immuno Research Laboratories) were used at 1 : 300. Nuclei were stained with  4',6-Diamidino-2-phenylindole (DAPI) and slides were mounted in Fluorsave (Calbiochem).

### Imaging and Image analysis

Embryos were imaged with a Zeiss 780 confocal microscope using a × 20 objective with a dipping lens. *Z*-stacks were taken every 1 μm. Three-dimensional images were reconstructed with ImageJ software. A Leica TCS SP-5 or a Nikon A1R confocal microscope was used for imaging of histological sections. The percentage of tagBFP cells was quantified using ImageJ considering the area of tagBFP and comparing it with the area of myosin heavy chain (MHC) staining.

The percentage of *tbx5a*-derived cells was quantified applying a median filter of radius 1 in ImageJ. The GFP^+^ and MHC^+^ areas were measured. The same set of images was used to quantify the percentage of GFP^+^ cardiomyocytes in trabeculae and in the regenerated compact layer, applying the same threshold for both regions.

### In vivo imaging and image processing

Double transgenic Tg(*tbx5a:tdTomato);*Et(-*26.5Hsa.WT1-gata2:EGFP*) lines were grown until 60 hpf in E3 culture medium with 0.0033% 1-Phenyl-2thiourea. Embryos were anesthetized with 0.08 mg ml^−1^ Tricaine and embedded in 1 % low melting agarose (Bio-Rad Low Melt Agarose). Confocal imaging of the embryonic heart was performed with a Zeiss LSM880, using a × 20/0.8 air-objective lens. The green (GFP) and red (tdTomato) channels were acquired simultaneously with maximum speed in bidirectional mode. *Z*-stacks were acquired over 8 h with 10 min time interval. The range of detection for each channel was adapted to avoid any crosstalk between the channels. A median filter was applied to a representative frame to show co-expression of the epicardial marker and *tbx5a*.

### Ultrasound and assessment of cardiac function in larvae

Measurements and analysis were performed as described^47^. A mixture of 60 mM of tricaine and 3 mM of isofluorane were added to the tank water in order to anesthetize the animals. A Petri dish was filled with this solution and the fish was placed ventral side up in a foam holder. Once the animal was anesthetised, the images were obtained with a VEVO 2100 system (VisualSonics) coupled to a 50 MHz ultrasound transducer. The probe was lowered until an ultrasound conductive film was formed with the water, so that the skin of the animal was not touched at any time. This way the animal position was rotated till we obtained a long axis view of the heart with a complete visualisation of the ventricular apex. In that moment we recorded cine two-dimensional sequences, with a frame rate of 200 images per second, which were analysed later, in a second step, to minimize anesthesia times.

Imaging of cardiac function in larvae was performed using a Leica AM TIRF MC microscope in epifluorescence mode, using an  Andor DU 885K-CS0-#VP (1,004 × 1,002) camera and HCX PL APO 20 × 0,7 dry (11,506,166) objective. The maximum (diastolic) and minimum (systolic) ventricular areas were measured in order to determine ventricular function using Image J.

### Heart dissociation followed by sorter and RNA-Seq library production

Zebrafish hearts were dissected and the atrio-ventricular canal was carefully removed in order to obtain a pool of exclusively ventricular cells. The ventricles were dissociated according to previous protocols^50^ with minor modifications. The enzyme concentration was doubled and time of digestion increased to 1 h and 40 min with gentle agitation while pipetting with a cut 1,000 µl tip every 20–30 min. Then, one volume of PBS + 10% fetal bovine serum (FBS) was added and the mixture was centrifuged for 8 min at 250 g and re-suspended in PBS + 1% FBS. Specifically, the following enzyme concentrations were used: liberase TH (Sigma, 200 mg l^−1^), Elastase (Serva, 1 : 250), Pronase E (Serva, 1 : 100 dilution of the 26.3 mg ml^−1^ stock), DNase (Qiagen, 1 : 20,000) and 2,3-butanedione monoxime (Sigma, 10 mM). All reagents were dissolved in Tyrode’s low calcium (in mM): NaCl 140, KCl 5.4, CaCl_2_ 0.01, MgCl_2_ 1.0, glucose 5.5, and HEPES 5.0; pH was set to 7.4 with NaOH.

Cells were sorted using a SONY Synergy sy3200 sorter and RNA was extracted using the Arcturus Pico Pure RNA isolation kit (Thermofisher) following the manufacturer’s instructions.

Total RNA (0.6 ng) was used to generate barcoded RNA-Seq libraries using the Ovation Single Cell RNA-Seq System (NuGEN) with two rounds of library amplification. The size of the libraries was calculated using the Agilent 2100 Bioanalyzer. Library concentration was determined using the Qubit fluorometer (ThermoFisher Scientific). Libraries were sequenced on a HiSeq2500 (Illumina) platform to generate 60-base single reads. FastQ files for each sample were obtained using CASAVA v1.8 software (Illumina). Four biological replicates consisting of five pooled hearts were used per sample.

### RNA-Seq analysis

Sequencing adaptor contaminations were removed from reads using cutadapt 1.9.1 software^51^ and the resulting reads were mapped and quantified on the transcriptome (Ensembl gene-build 10, release 82) using RSEM v1.2.25^52^. Only genes with at least one count per million in at least two samples were considered for statistical analysis. Data were then normalised and differential expression tested using the bioconductor package EdgeR^53^. We considered as differentially expressed those genes with a Benjamini–Hochberg adjusted *p*-value ≤ 0.05 and log fold change ≥ 1. A heatmap was made using gplot library and heatmap.2 function.

### Data availability

RNA-Seq data have been deposited in the GEO database under accession code GSE87596. The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. Raw data corresponding to the Figures are deposited at Mendeley: 10.17632/fkm2tvh2sv.1; 10.17632/4fp5f8t7j3.1 and 10.17632/zgdff55m44.1

## Electronic supplementary material

Peer Review File

Description of Additional Supplementary Files

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

How the deposited data were processed for this re-analysis (not part of the article)

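RNA-Seq was measured in 8 libraries of sorted adult ventricular cardiomyocytes, 4 *tbx5a*+ and 4 *tbx5a*-, numbered 2, 8, 9 and 10 in each population. Each library was mapped to its population and number from the sample labels, and both were checked against the description of the experiment in the paper. The authors prepared libraries from 0.6 ng of total RNA of 5 pooled hearts, removed adaptors with cutadapt and estimated expected counts per gene with RSEM. The methods name cutadapt 1.9.1, RSEM v1.2.25 and the Ensembl transcriptome of release 82, and the submitters' processing notes name RSEM 1.2.3, CASAVA 1.8.2 and the build Zv9. Which of these made the deposited table is not given in the sources used here, and no coordinates are printed.

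The table deposited by the authors holds a normalized signal per gene and library and no counts. Its values are not whole, the values of a library below 60 are mostly multiples of 1 spacing (70.3% to 76.3% lay within 0.0051 of a whole multiple, per library), and the spacings of 0.859 to 1.186 are within 0.0156% of those that follow if estimated counts were divided by their effective library size after TMM normalization. The rest of the low values lay between multiples, as fractional RSEM estimates would, so whole reads were not recovered for nearly all genes. Estimated counts, the values divided by the spacing, were used for limma-voom, but no count model such as that of EdgeR was fitted to them. Dividing a library's total by its spacing gave the estimated reads, 7148913 to 9491526 per library. In each library 1 gene took 14.6% to 20.0% of the total and 10 genes took 38.0% to 41.8%. Of 31388 genes, 11390 were at 0 in every library.

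The design was fixed before the deposited values were examined, but after the rows held of Supplementary Data 1, which come from the same libraries, had been read. It assumed counts and named limma on log2(value + 1) for a table of normalized values, and that test was used. Genes with at least 1 CPM (from the value divided by the library total) in at least 2 libraries were kept, which is the filter of the methods and left 13895. log2(value + 1) was fitted with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean, and *p*-values were adjusted by the Benjamini–Hochberg method. Genes were called at an adjusted *p* of 0.05 or less and a log2 fold change of at least 1 in size, as in the methods. The authors used EdgeR, and their Supplementary Data 1 lists a likelihood ratio per gene. The quasi-likelihood, likelihood ratio and DESeq2 fits planned for counts were not run, since the design named limma for normalized values. They were not tried on the estimated counts either, so how near such a fit would come to the paper's counts was not tested. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The test was tested on simulated data of 13391 genes of which 200 were changed: it called 12%, 52%, 70% and 90% of genes changed 2-, 4-, 8- and 16-fold, with 8 false calls, and 4%, 50%, 72% and 90% with the block, with 6 false calls. Genes with few reads were not among the 200. No difference between pairs was simulated, so the rates with the block do not show what it does in paired libraries.

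The series describes the replicates as paired and the libraries carry the same numbers in both populations. The deviations of the libraries of a pair from their group means had correlations across genes of 0.089, 0.0584, 0.0428 and 0.0763 for replicates 2, 8, 9 and 10, and each library correlated best with the library of its own number. Blocked values are therefore given where they change a call or a count. No libraries were duplicates: between libraries of a population, the chi-square per gene of estimated reads was 26.8 to 58.6, and the correlation across genes of log2 values was 0.818 to 0.843 among *tbx5a*+ and 0.691 to 0.777 among *tbx5a*- libraries. The first 3 principal components took 25.5%, 21.8% and 14.1% of the variance. Each was led by 1 *tbx5a*- library, of replicate 9 (211.7), 2 (-201.1) and 8 (153.8) in this order, and none fully separated the 2 populations. Intervals and floors use the estimated reads, cover counting error only and take 95% as their level, since reads of amplified libraries are not independent molecules.

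Gene symbols came from the 1997 rows held of the 13890 of Supplementary Data 1 and from a table of Ensembl gene symbols, and 13134 of the 13895 tested genes had one. Symbols in capitals are names of the human match. The 27 gene lists, 17 of functions and 10 of other cell types, were written at the same stage, when the rows held of Supplementary Data 1 had been read. List symbols ending in a or b without a match were matched to the capital symbol without that letter, and synonyms of the GRCz12tu annotation were used for names. Lists were tested with camera at a preset correlation of 0.01 and at an estimated one, and with fry, whose directional form passed 0 of the 27 lists with or without the block. The genes chosen for the text were those the paper names for this experiment or as lineage or layer markers, up to 12 called genes per direction with the smallest *p* that changed alike in all 4 pairs, and up to 4 members of each list described. Not all of the genes so chosen are printed. Other genes called without or with the block are named in the closing part and were chosen after their values were seen. No gene matched *vmhcl*, and *drl* was listed at 0 in all 8 libraries. *ltbp3*, which the paper describes as a proposed second heart field marker, had a log2 fold change of -0.81 (adjusted *p* = 0.549 from limma). It was higher in *tbx5a*- cardiomyocytes in 4 of 4 pairs.

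Alternatives set in the design were the block, 3 other scalings, limma-voom, 4 filters, a robust fit, other thresholds, pseudocounts of 0.1 and 0.5, and each library and each pair left out in turn. Pseudocounts of 2, 8 and 32, pseudocounts of 0.1, 0.5, 2, 8 and 32 with the block, limma-voom with the block, and the fit without the *tbx5a*- libraries of replicates 2 and 9 were added after the data had been seen. The 35 splits of the 8 libraries into 4 and 4 were all fitted. Scaling by library size alone moved the median log2 fold change of all tested genes by -0.11 from 0.20. Verdicts on 2 technical explanations and on chance for the counts of the 3 lists were made more cautious after their values were seen, from excluded to open.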

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

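The test of genes with identical values and the fit without the 2 libraries were chosen after the results were seen; the other tests were set before their results were.

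In 140 groups of 4 libraries tested for a library far from the other 3, 10 had one, and chance gives about 1 in 20. The *tbx5a*+ library of replicate 2 had the lowest estimated reads of its population, 8076619, and the highest values there for *hey2* (1.03), *ryr2b* (18884), *c6* (15.4) and *crip2* (10.3). The *tbx5a*+ library of replicate 8 stood apart for *marcksl1a* (118) and *smtnl1* (443), that of replicate 10 for *pygma* (2062) and that of replicate 9 for *acsl1b* (6513, the lowest). The *tbx5a*- library of replicate 2 had the lowest *nppa*, 10901.

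Outside the genes of Fig. 7d, 16 genes were higher in *tbx5a*- cardiomyocytes, with log2 fold changes from limma of -4.57 for *si:ch211-1a19.3*, -3.83 for *ehbp1l1b*, -2.29 for *vmhc*, -4.02 for *cxcl18b*, -3.43 for *emilin1b*, -3.41 for *si:ch211-198c19.3*, -4.30 for *rpz5*, -2.39 for *ptrfb*, -2.59 for *txn*, -7.08 for *crb2a* (a fitted value that depends on the pseudocount, since *crb2a* was at 0 in *tbx5a*+ libraries), -2.93 for *gng13b*, -5.85 for *si:dkeyp-23e4.3*, -5.63 for *c6*, -1.66 for *nme2b.2*, -4.20 for *bcam* and -1.09 for *si:dkey-164f24.2*. Each was higher in *tbx5a*- cardiomyocytes in 4 of 4 pairs. Leaving out 1 library ended the call of *gng13b* (*tbx5a*- replicate 2, adjusted *p* = 0.126, or 8, 0.070), *si:dkeyp-23e4.3* (*tbx5a*- replicate 2, 9 or 10, 0.089, 0.068 and 0.083), *c6* (each *tbx5a*- library, 0.139, 0.070, 0.160 and 0.090), *bcam* (each *tbx5a*- library, 0.259, 0.257, 0.089 and 0.135), *nme2b.2* (*tbx5a*+ replicate 2, 8 or 10, 0.160, 0.073 and 0.195, or *tbx5a*- replicate 2, 9 or 10, 0.165, 0.154 and 0.120) and *si:dkey-164f24.2* (each library but the *tbx5a*- library of replicate 8, 0.058 to 0.259), all from limma.

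More genes were called higher in *tbx5a*- than in *tbx5a*+ cardiomyocytes, 26 against 1. This holds for called genes and is no general direction: at an unadjusted *p* under 0.05 and a change of at least 2-fold, 259 genes were higher in *tbx5a*- and 469 in *tbx5a*+ cardiomyocytes. The unadjusted counts may hold many false positives, and the median log2 fold change of all tested genes was 0.20. Under 3 other scalings at least 96.2% of calls were higher in *tbx5a*- cardiomyocytes (lower 95% bound 80.4%, taking genes as independent). These scalings moved the median log2 fold change of all tested genes by only -0.11 to 0.03, against the 1 that a call needs. The share thus had little room to fall, and the values argue only against the choice among these scalings. A larger error of scaling was not tested. Cells of another type in the *tbx5a*- sort stay open. Of the endothelial, epicardial, fibroblast and smooth muscle lists, that of smooth muscle and mural cells had the lowest median, -0.37, with a spread of 0.79. Of its most abundant genes *tagln* had 1194 in *tbx5a*- against 239 in *tbx5a*+ cardiomyocytes, *DES* 15455 against 15033 and *TPM2* 1030 against 944. Its gene *acta2* had 275 against 2.28. At an unadjusted *p* under 0.05 from limma, 2 endothelial, 1 epicardial, 2 fibroblast and 3 smooth muscle genes were higher in *tbx5a*- cardiomyocytes. Those higher in *tbx5a*+ cardiomyocytes were 0, 0, 0 and 1. The thrombocyte list, not among these, had a median of -1.22 over 6 genes, with a spread of 0.67. Sorting on *myl7*:nuc-dsRed is meant to leave such cells out, but its purity was not tested here. The lower number of genes detected in the *tbx5a*- libraries of replicates 2 and 9 also cannot be told apart, since without them 5 of only 6 calls, 83.3%, were higher in *tbx5a*- cardiomyocytes (lower bound 35.9%). A difference between the populations that follows *tbx5a* remains open as well and was not tested apart from these.

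With the replicate block, 18 further genes were called higher in *tbx5a*+ cardiomyocytes. Near-identical gene copies that divide reads are a candidate explanation for the size of this group, since 55.6% of the 18 had the same 8 values, to 2 decimals, as another tested gene, against 0.23% of tested genes with a mean of 100 or more. *otud4* and 5 further IDs shared 1 set of values, and *si:dkeyp-3b12.5*, *si:dkeyp-3b12.6*, *si:dkeyp-3b12.7* and *si:dkey-77p23.6* another. The other 8 of the 18, such as *BMP10*, *pygma* and *klf13*, had no partner with the same values. Of the 18 genes, 0% were at 0 in the *tbx5a*- library of replicate 2 or 9, but matched random sets held none either, so that this test leaves the lower number of genes detected there open. No biological explanation was tested for this group.

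Of the 35 splits of the 8 libraries into 4 and 4, the real split alone gave a total as large as 27 (highest other 25) and as many as 26 genes in the direction of *tbx5a*- cardiomyocytes (highest other 24). With the pairs set aside, this is 1 of 35 splits for each count, the smallest share that this test can give. It argues against chance for these 2 counts but does not exclude it, since 1 other split came close to both. The real split alone also gave as many as 8 actin genes (highest other 0), 2 matrix genes (highest other 1) and 3 caveolae genes (highest other 0), but these lists were written after part of the paper's table from the same libraries had been read, so this decides nothing about chance for them. For the count of genes higher in *tbx5a*+ cardiomyocytes, which is 1, chance is not excluded, since 3 of the 35 splits gave as many (highest other 24). This concerns the count and not *tbx5a*, the gene it holds, whose own test gave an adjusted *p* of 8.7e-08 from limma and whose call held in all 26 alternatives set beforehand. The split with 25 calls set the *tbx5a*+ libraries of replicates 2, 9 and 10 and the *tbx5a*- library of replicate 10 against the rest, and apart from the real one 2 splits gave any call. Of 8 splits that part all 4 pairs, the real one gave 58 calls with the block and the highest of the others gave 0; 8 splits are too few for a share under 0.05.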

How the results depend on the processing

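The fits with pseudocounts of 2, 8 and 32, the combinations of a pseudocount or limma-voom with the replicate block and the fit without the *tbx5a*- libraries of replicates 2 and 9 were chosen after seeing the data; the others were planned. All 27 called genes kept their direction in every fit. This adds little, since they were chosen from the same libraries and each differed in 1 direction in 4 of 4 pairs. *tbx5a*, *anxa2a*, *si:ch211-1a19.3*, *ehbp1l1b*, *xirp2a*, *tmsb4x*, *cxcl18b*, *emilin1b*, *acta2* and *cav1* kept their call in all 26 alternatives set beforehand. *vmhc* lost it in 1 (the robust fit), and *tagln*, *c6*, *nme2b.2*, *bcam* and *si:dkey-164f24.2* in 13 or more. Over all genes chosen for the text by the rule given above or called without the block, some of them not printed, and these alternatives, 1521 values kept direction and side of the threshold. Of the other values 117 fell below it, 12 rose past it and 7 changed sign. All sign changes were of *myl7* (MYL7, -0.03): 0.0013 with upper quartile scaling, -0.15 to 0.064 over fits without 1 library or pair, and 0.11 without the *tbx5a*- libraries of replicates 2 and 9.

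With the replicate block the 27 calls became 58, the 1 gene higher in *tbx5a*+ cardiomyocytes became 19, matrix genes went from 2 to 5 and actin genes from 8 to 10; *lama5*, *BMP10*, *atp1a3b*, *pygma*, *smtnl1*, *sparc* and *ccdc80* passed, as did *klf13*, *otud4*, *si:dkeyp-3b12.5*, *si:dkeyp-3b12.6*, *si:dkeyp-3b12.7* and *si:dkey-77p23.6*. In camera's set test it ended the call of TGF-beta and BMP signalling genes at the preset correlation and of actin genes at the estimated correlation, and no other. Genes higher in *tbx5a*+ cardiomyocytes numbered 3 with limma-voom and 3 with the robust fit, and matrix genes 1 with limma-voom, no filter, 1 CPM in 4 libraries, 5 CPM in 4 libraries, an adjusted *p* of 0.01, and pseudocounts of 0.1 and 0.5. Of the 24 other lists, 9 passed camera, 5 with median ratio scaling, 5 by library size only and 0 with an estimated correlation. Leaving out 1 library or 1 pair gave 11 to 31 calls, 1 to 8 genes higher in *tbx5a*+ and 10 to 25 higher in *tbx5a*- cardiomyocytes, 4 to 8 actin, 1 to 3 matrix and 1 to 3 caveolae genes, and 4 to 10 other lists; the lowest total was without replicate 2 and the highest without the *tbx5a*+ library of replicate 8. *tbx5a* ranged from 3.94 to 4.70. By its *p*-value it ranked 24 with the robust fit (adjusted *p* = 0.014) and 1 or 2 in the other fits.

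Among the added fits, total calls were 49, 77, 101 and 104 with the block and pseudocounts of 0.5, 2, 8 and 32, 99 with limma-voom and the block, and 6 without the *tbx5a*- libraries of replicates 2 and 9. Genes higher in *tbx5a*+ cardiomyocytes were 4 and 2 with pseudocounts of 8 and 32, then 4, 17, 29, 38 and 36 with the block and 0.1, 0.5, 2, 8 and 32, and 32 with limma-voom and the block. Genes higher in *tbx5a*- cardiomyocytes were 48, 63 and 68 with the block and 2, 8 and 32, 67 with limma-voom and the block, and 5 without the 2 libraries. Matrix genes were 5, 7 and 7 with the block and 2, 8 and 32, and 6 with limma-voom and the block. Without the 2 libraries, 2 actin, 0 matrix and 0 caveolae genes passed. Apart from the fewer libraries where some were left out, the cause was not tested. The planned quasi-likelihood, likelihood ratio and DESeq2 fits and the fit of unrounded counts were not run, since the design named limma for normalized values. Of the fits made for counts, limma-voom alone was run on the estimated counts. At 7148913 to 9491526 estimated reads per library, *hey2*, *crb2a* and other genes near 0 in a population rest on few reads.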

Differences from the paper's values

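At the thresholds that the methods state, the paper's Supplementary Data 1 holds 102 called genes, 31 higher in *tbx5a*+ and 71 higher in *tbx5a*- cardiomyocytes, against 27, 1 and 26 here. Its rows at an FDR of 0.05 or less are all among the 1997 of 13890 rows held. All 27 genes are among the paper's 102, and all 102 have the paper's sign here. Of the alternatives set in the design, none reaches the paper's 3 counts within 1.5 times: the closest is the replicate block, with 58, 19 and 39. Totals close to the paper's came from pseudocounts of 2, 8 and 32 with the replicate block, with 77, 101 and 104 calls, and from limma-voom with the block, with 99, all chosen after seeing the values; they drop 35, 19, 18 and 26 of the paper's 102. Besides these, settings that called some of the paper's 102 that are not among the 27 were the replicate block (53 of the 102 in all), the robust fit (33), library size only (29), limma-voom (24) and the fits without the *tbx5a*+ library of replicate 2, 8 or 9 (26 each), the *tbx5a*- library of replicate 8 or 10 (26 and 24) or replicate 10 (19), and, chosen after seeing the values, pseudocounts of 8 and 32 (39 and 35) and of 0.1 and 0.5 with the block (26 and 44).

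For *hey2* the paper's log2 fold change is -6.99 and the value here is -4.89, on log2(value + 1), with 1 estimated read in *tbx5a*+ libraries. The alternatives set in the design in which *hey2* was tested all differ from the paper's value too, and pseudocount 0.1 comes nearest, at -7.56, against -5.72 with 0.5. The pooled reads, 150 against 1, give a log2 ratio of -7.30, after scaling for the depth of the libraries, with a 95% interval of -12.62 to -4.80 for counting error only, which holds both values. The paper calls *hey2*, at an FDR of 0.0118, and here its adjusted *p* was 0.236 from limma; of the settings run, only limma-voom with the replicate block, chosen after seeing the values, called it. The paper calls *lama5*, at an FDR of 0.0048, and here its adjusted *p* was 0.086; it was called with the replicate block, with the robust fit and without the *tbx5a*+ library of replicate 2, and among the settings added after seeing the values with pseudocounts of 8 and 32 and with every combination that had the block. *BMP10*, with an FDR of 0.0085 in the paper, was called with the block, with the robust fit and without the *tbx5a*- library of replicate 10, and in the same added settings as *lama5*. The log2 fold change of *lama5* is within the paper's here (-1.46 in both).

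The paper describes a number of actin, extracellular matrix and caveolae genes as expressed specifically in *tbx5a*- cardiomyocytes. Of the 12 genes of Fig. 7d other than *tbx5a*, all were higher there in 4 of 4 pairs, and 9 had values above 0 in all 4 *tbx5a*+ libraries, with *myh10* at 1612 and *xirp2a* at 353 on average. Above 0 is a low bar: *flna* had 0.98, about 1 read, in the *tbx5a*+ library of replicate 8. By the same measure *tbx5a* itself was above 0 in all 4 *tbx5a*- libraries, at 249 on average. The paper also reports Xirp2a and Laminin staining, and *lama5* and *hey2* mRNA in situ, in the cortical layer, which these values do not test.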

Other observations

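Genes of several other groups did not pass the test and are given as values. Of 48 genes of TGF-beta and BMP signalling, 0 were called by limma or limma-voom (*BMP10* with the block) and 8 had an unadjusted *p* under 0.05, 7 of them higher in *tbx5a*- cardiomyocytes. The growth factor gene *tgfb1a* had 141 ± 77.3 in *tbx5a*- and 19.6 ± 12.0 in *tbx5a*+ cardiomyocytes (SD, *n* = 4 each, log2 fold change -2.89, adjusted *p* = 0.294 from limma), and *nog3*, which encodes an inhibitor of BMPs, was listed at 0 in all 4 *tbx5a*+ libraries and at 51.5, 29.6, 9.48 and 21.5 in the *tbx5a*- libraries of replicates 2, 8, 9 and 10. In camera's set test this list stood lower in *tbx5a*+ cardiomyocytes (adjusted *p* = 0.048, 0.065 with the block, 0.147 with an estimated correlation), although its median was 0.04. Of 9 second heart field genes, 0 were called by limma or limma-voom and 2 had an unadjusted *p* under 0.05; camera's direction was toward *tbx5a*- cardiomyocytes (adjusted *p* = 0.044, 0.163 with an estimated correlation) and the median was 0.10, with the other sign, but -0.02 by library size only and -0.12 without the *tbx5a*- libraries of replicates 2 and 9 (camera adjusted *p* = 0.222). Of 32 Notch signalling genes, 0 were called by limma or limma-voom and 4 had an unadjusted *p* under 0.05; *notch1b* had a log2 fold change of -0.90 (adjusted *p* = 0.509 from limma) and *her15.2* of -1.14 (adjusted *p* = 0.529 from limma), each higher in *tbx5a*- cardiomyocytes in 4 of 4 pairs. Of 10 genes known from the compact layer of the mouse heart, 0 were called by limma or limma-voom and 1 had an unadjusted *p* under 0.05, and the median was -0.67 (camera adjusted *p* = 0.117), but -0.10 without the *tbx5a*- libraries of replicates 2 and 9 (0.967), a fit chosen after the data were seen.

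Of 89 nuclear-encoded genes of the respiratory chain, 0 were called by limma or limma-voom and 12 had an unadjusted *p* under 0.05, 11 of them higher in *tbx5a*+ cardiomyocytes, such as *atp5b* (log2 fold change 0.64, adjusted *p* = 0.443 from limma) and *ndufa9a* (0.82, adjusted *p* = 0.506 from limma). Camera's adjusted *p* was 0.0093, but 0.085 with median ratio scaling, 0.293 by library size only and 0.315 with an estimated correlation, and the median of 0.17 lay below the 0.20 of all tested genes. Of 61 genes of calcium handling and ion channels, 0 were called by limma or limma-voom and 10 had an unadjusted *p* under 0.05, all higher in *tbx5a*+ cardiomyocytes, among them the potassium channel gene *kcnq1* (247 ± 18.7 against 95.3 ± 31.4, SD, *n* = 4 each, log2 fold change 1.43, adjusted *p* = 0.271 from limma). With the block, *atp1a3b* and *adcy6b* (adjusted *p* = 0.0031 and 0.028 from limma) were called. Camera's adjusted *p* for this list was 0.044, 0.085 with median ratio scaling, 0.159 by library size only and 0.309 with an estimated correlation. For 13 genes bound or regulated by TBX5 in the mouse heart, 12 of them above 0, it was 0.013, 0.056, 0.137 and 0.147 in the same order, and 0 were called by limma or limma-voom (*BMP10* with the block), with 3 at an unadjusted *p* under 0.05. The median of these 13 genes was 0.18, also below the 0.20 of all tested genes. Of 53 sarcomere genes, *vmhc* alone was called.

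Among lists of other cell types, 2 of 13 smooth muscle and mural cell genes were called (*acta2* and *tagln*; camera adjusted *p* = 0.0012, 0.111 with an estimated correlation), and in the list of 7 atrial genes *vmhc* was, which entered it through its other name, MYH6. Of 22 chemokine, cytokine and complement genes 2 were called, *cxcl18b* and *c6*. By limma without the block and by limma-voom, 0 genes were called of the lists of endothelium and endocardium (21 genes, 2 with an unadjusted *p* under 0.05), epicardium (17 and 1), fibroblasts (15 and 2), valve and atrioventricular canal (13 and 4), erythrocytes (9 and 0), leukocytes (14 and 2), thrombocytes (6 and 0) and neural and Schwann cells (3 and 0), and of the lists of cell cycle genes (28 and 0) and of immediate early and stress genes (77 and 12). With the block, 2 of the 15 fibroblast genes were called higher in *tbx5a*- cardiomyocytes, *sparc* and *ccdc80*, and in the atrial list *BMP10* and *smtnl1* were called higher in *tbx5a*+ cardiomyocytes.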
